# Identification of Arbuscular Mycorrhiza (AM)-Responsive microRNAs in Tomato

**DOI:** 10.3389/fpls.2016.00429

**Published:** 2016-03-31

**Authors:** Ping Wu, Yue Wu, Cheng-Chen Liu, Li-Wei Liu, Fang-Fang Ma, Xiao-Yi Wu, Mian Wu, Yue-Yu Hang, Jian-Qun Chen, Zhu-Qing Shao, Bin Wang

**Keywords:** arbuscular mycorrhiza symbiosis, MicroRNAs, *Rhizophagus irregularis*, tomato, deep sequencing analysis

## Abstract

A majority of land plants can form symbiosis with arbuscular mycorrhizal (AM) fungi. MicroRNAs (miRNAs) have been implicated to regulate this process in legumes, but their involvement in non-legume species is largely unknown. In this study, by performing deep sequencing of sRNA libraries in tomato roots and comparing with tomato genome, a total of 700 potential miRNAs were predicted, among them, 187 are known plant miRNAs that have been previously deposited in miRBase. Unlike the profiles in other plants such as rice and *Arabidopsis*, a large proportion of predicted tomato miRNAs was 24 nt in length. A similar pattern was observed in the potato genome but not in tobacco, indicating a Solanum genus-specific expansion of 24-nt miRNAs. About 40% identified tomato miRNAs showed significantly altered expressions upon *Rhizophagus irregularis* inoculation, suggesting the potential roles of these novel miRNAs in AM symbiosis. The differential expression of five known and six novel miRNAs were further validated using qPCR analysis. Interestingly, three up-regulated known tomato miRNAs belong to a known miR171 family, a member of which has been reported in *Medicago truncatula* to regulate AM symbiosis. Thus, the miR171 family likely regulates AM symbiosis conservatively across different plant lineages. More than 1000 genes targeted by potential AM-responsive miRNAs were provided and their roles in AM symbiosis are worth further exploring.

## Introduction

Plants can interact with varied microbes to form mutual relationships, which assists the absorption of nutrients including nitrogen, phosphates, and metal elements from the soil (Oldroyd, 2013). The two most intensively studied plant-microbe symbioses are plant-rhizobium symbiosis and plant-arbuscular mycorrhiza (AM) fungi symbiosis (Oldroyd, 2013). While symbioses with rhizobia are mainly restricted to legume plants, the associations with AM fungi have existed for over 80% of the land plants (Wang and Qiu, 2006). The AM symbiosis, therefore, represents one of the most ancient and significant plant-microbe symbioses that facilitate plant colonization of the terrestrial environment (Pirozynski and Malloch, 1975; Wu et al., 2010b). In this process, the plants supply nutrition (carbohydrates) to the AM fungi while AM fungi improve the water and nutrient (mainly phosphorus) uptake of plants.

Several studies have identified the molecular components from both partners controlling the establishment and maintenance of plant-microbe symbioses (Delaux et al., 2013; Oldroyd, 2013; Schmitz and Harrison, 2014). Plant roots exude strigolactones during symbiosis to induce AM fungi spore germination and hyphal branching (Oldroyd, 2013; Schmitz and Harrison, 2014). Then, the germinated AM fungi release Myc factors (perceived by a plant membrane-anchored receptors) that subsequently activate the downstream factors known as DMI proteins, NSP1, NSP2, RAM1, and RAM2 in plant cells (Delaux et al., 2014; Schmitz and Harrison, 2014). Several of these downstream-activated factors are essential for both bacterial and fungal colonization and belong to a common symbiotic pathway (Oldroyd, 2013; Schmitz and Harrison, 2014). Activation of the common symbiotic pathway leads to the establishment of symbiosis through a transcriptional reprogramming of dozens to thousands of genes (Guether et al., 2009; Xue et al., 2015). Yet, the molecular mechanisms of plant-microbe symbiosis have not been fully decoded, and new factors involved in this process continue to be identified (Schmitz and Harrison, 2014; Venkateshwaran et al., 2015).

Plant microRNAs (miRNAs), a class of small non-coding RNAs that are usually 21–24 nucleotides (nt) in length, function to regulate gene expression at transcriptional and post-transcriptional levels by loading into AGO proteins and forming the RISC (RNA-induced silencing complex; Jones-Rhoades et al., 2006). Most plant miRNA precursors (pre-miRNAs) are generally transcribed by RNA polymerase II (Pol II) and processed by DICER-LIKE1 (DCL1) to generate miRNAs that are predominantly 21 nt in length (Rogers and Chen, 2013). Plants also have another miRNA process path, in which 24 nt long-miRNAs are generated depending on DCL3 and can be distinguished from siRNAs by their independence of RDR2 (Vazquez et al., 2008; Chellappan et al., 2010; Wu et al., 2010a).

Since the first plant miRNA was identified in 2002 (Llave et al., 2002a), a great number of miRNAs have been identified from various species. Functional studies also characterized a collection of miRNAs that play important roles in plant developmental processes, hormonal signaling, organogenesis, and resistance to abiotic and biotic stresses (Yang and Huang, 2014; Li and Zhang, 2016). Several studies revealed that miRNAs also play roles in plant-microbe symbiosis. For example, miR166 and miR169 regulate nodule organogenesis in *Medicago trunctula* (Combier et al., 2006; Boualem et al., 2008). MiR171 and miR397 are associated with nodule infection and the nitrogen-fixing ability of *Lotus japonicus* (De Luis et al., 2012). Two recent studies independently found that miR172c modulates the rhizobium infection and nodule organization in both soybean and *Lotus japonicus* by targeting the transcription factor AP2 (Wang et al., 2014; Holt et al., 2015). Plant miRNAs involved in AM symbiosis have also been reported. Branscheid et al. (2010) first reported the accumulation of miR399 in the roots of *M. trunctula* and tobacco (*Nicotiana tabacum*) during AM symbiosis (Branscheid et al., 2010). Through deep sequencing analysis, they further identified eight *M. trunctula* miRNA families that show strong expression alteration during AM symbiosis (Devers et al., 2011). Two following studies then revealed that *M. trunctula* miR396 and miR171h regulate root architecture and symbiosis with AM fungi by respectively targeting growth-regulating factor gene (*MtGRF*) and Nodulation Signaling Pathway2 (*NSP*2) gene (Lauressergues et al., 2012; Bazin et al., 2013).

Despite the recent progresses in discovering symbiosis-related miRNAs in legumes, few studies explore the cases in non-legume plants. This hinders the identification of potential conserved miRNAs in AM symbiosis across different plant lineages and uncovering novel lineage-specific AM-responsive miRNAs. Tomato is a non-legume plant and is often used for AM symbiosis studies. Several previous studies have surveyed miRNA composition of various tomato tissues through traditional cloning, high throughput sequencing or genome-wide prediction (Pilcher et al., 2007; Itaya et al., 2008; Moxon et al., 2008), but few of them have focused on tomato roots under AM symbiotic condition through deep sequencing (Karlova et al., 2013; Din and Barozai, 2014). Through microarray screening, Gu et al. have found that sly-miR158, sly-miR399h, sly-miR408a, sly-miR827b, and sly-miR399m were differentially expressed in tomato root during AM symbiosis (Gu et al., 2010, 2014). In order to uncover the miRNA profile in tomato root and explore more AM-responsive miRNAs, we used high-throughput technology to sequence the sRNA libraries in tomato roots colonized or not colonized by *Rhizophagus irregularis* and identified a profile of 700 potential miRNAs. While 187 of them belong to known miRNA families in miRBase, the rest 513 are largely newly reported. Our study will provide insight into the miRNA profile of tomato roots and help in exploring their target genes that potentially involved in AM symbiosis.

## Materials and methods

### Plant materials

Seeds of tomato (*Solanum lycopersicum*) were surface sterilized with 8% sodium hypochlorite for 6 min by gently shaking, and rinsed six times in sterile distilled water. Surface sterilized tomato seed were germinated at 24°C for 2 days on 0.8% water Agar. After germinating, the seeds were transferred to a plastic pot (12 cm upper diameter × 11 cm height × 8 cm bottom diameter), each filled with 650 g sands, which were autoclaved at 121°C for 2 h after passing through a 2 mm sieve. For mycorrhizal treatment, plants were inoculated with *R. irregularis* (BGC HEB07D, a mixture of soil, spores, hyphae, and root material from the Institute of Plant Nutrition and Resources, Beijing Academy of Agriculture and Forestry Sciences, China) while the control sample received the same amount of autoclaved inoculum. Plants were cultivated under 16 h light (300 μmol photons m^−2^ s^−1^) at 24°C and 8 h dark at 22°C. All plants were watered two times per week with half-strength Hoagland solution containing 20 μM phosphates. We harvested the plants 75 days after inoculation. The mycorrhizal establishment was confirmed by morphological assessment (stained by black ink) and detecting the expression of an AM symbiosis marker gene, *SlPT4*.

### RNA extraction, small RNA library construction, and sequencing

Total RNA from tomato roots of the control and treated (inoculated with *R. irregularis*) samples used in this study were isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacture's protocol. The RNA integrity was examined on Agilent 2100. Small RNAs (sRNAs) of 18-30 nt were separated by 15% PAGE. After ligation to a pair of adaptors to the 5′ and 3′ ends, sRNAs were reversed transcribed to cDNA and amplified using PCR and finally sequenced at Beijing Genomics Institute (BGI, Shenzhen, China). The results were deposited in the Sequence Read Archive (SRA) at the NCBI database (accession number: GSE76204).

### Bioinformatics prediction of known miRNAs and novel miRNAs

After the sequencing reactions were complete, we trimmed the adaptor sequences and removed the low-quality tags, the sequences less than 18 nt, and the sequences with null adaptors. Small RNAs that matched to rRNAs, tRNAs and other noncoding RNA with no more than 2 mismatches were removed. The reads corresponding to the exon and repeat sequences were excluded. The remaining reads that could be mapped to the *Solanum lycopersicum* genome were aligned with all plant miRNAs in the miRBase 21.0 database (http://www.mirbase.org/) to identify the conserved miRNAs using bowtie. Then the unannotated reads were analyzed for prediction of novel miRNAs using the program mireap (developed by BGI, https://sourceforge.net/projects/mireap/). The parameters for miRNAs prediction are as follows: (1) minimal miRNA sequence length (18); (2) maximal miRNA sequence length (25); (3) minimal miRNA reference sequence length (20); (4) maximal miRNA reference sequence length (23); (5) maximal copy number of miRNAs on reference (20); (6) maximal free energy allowed for a miRNA precursor (−18 kcal/mol); (7) maximal space between miRNA and miRNA* (200); (8) minimal base pairs of miRNA and miRNA* (16); (9) maximal bulge of miRNA and miRNA* (4); (10) maximal asymmetry of miRNA/miRNA* duplex (4); (11) flank sequence length of miRNA precursor (25). A minimum abundance of 10 reads in at least one library was set as a common criterion for the identification of both known and novel miRNAs in this study.

### Identification of AM symbiosis responsive miRNAs

To identify AM symbiosis responsive miRNAs, we normalized the expressions of miRNAs to 1 million (RPM) in each sample (actual miRNA count/total count of clean data × 10^6^). The expression level of each miRNA between the control and treatment was analyzed as described in a previous study (Zhang et al., 2014). The miRNAs with fold-change > 2 or < −2 and *P* < 0.001 were considered as AM symbiosis responsive miRNAs. The fold-change was calculated using the formula: fold-change = log2 (treatment/control). The *P*-value was calculated according to the methods described by Man et al. (2000).

### Identification of miRNA targets

The putative target genes were predicted by the psRNATarget algorithm (http://plantgrn.noble.org/psRNATarget/). The prediction rules were as follows: (1) Maximum expectation is less than 3.0. (2) Length for complementarity scoring (hspsize) is shorter than 20. (3)Target accessibility - allowed maximum energy to unpair the target site (UPE) is shorter than 25. (4) Flanking length around target site for target accessibility analysis is 17 nt in the upstream and 13 in the downstream. (5) Range of central mismatch leading to translational inhibition is 9–11 nt. The mature sequences of known miRNAs and novel miRNAs were submitted to predict target genes against the library (*S. lycopersicum* (tomato), transcript, cDNA library, version 2.4). The predicted miRNA-mediated RNA cleavage events were further verified by searching the degradome data sets through the web server StarScan (Liu et al., 2015). To elucidate the potentially related biological processes and pathways involved in symbiosis, the predicted target genes were annotated by Gene Ontology (http://www.Geneontology.org/) and KEGG pathway (http://www.genome.jp/kaas-bin/kaas_main).

### *PHAS* loci identification

Our method is similar to the previous methods used for PhasiRNA identification (De Paoli et al., 2009; Zheng et al., 2015). We denoted the sRNA sequences after mapping to the genome. Two-nucleotide positive offsets were added to the 3′ end overhand when matching sRNAs to the antisense strand of the genome. The search was conducted using ten-phase slide window (210 nt). *P*-value was calculated for each window based on the following formulas.

$$\begin{array}{l} r\left(X=k\right)=\frac{\left(\begin{array}{c} 20m\\ n-k \end{array}\right)\left(\begin{array}{c} m\\ k \end{array}\right)}{\left(\begin{array}{c} 21m\\ n \end{array}\right)} \end{array}$$

*P*-value: $p\left(k\right)=\sum_{X=k}^{m}Pr\left(X\right)$ where n was the total number of unique 21-nt reads matched in a window, *k* was the number of unique 21-nt reads matched to a phased position in a window, and m was the number of 21-nt phase in a window. Window with a *P*-value less than 0.001 was positive.

Phasing score was calculated using previous method (De Paoli et al., 2009), with a ten-cycle window (210 nt).

$$\begin{array}{l} phasing\;score=ln\left[{\left(1+10\times \frac{\sum_{i=1}^{10}P_{i}}{1+\sum U}\right)}^{k-2}\right],k>3 \end{array}$$

Where k was the number of phases occupied by at least one 21-nt reads within the window, P was the total number of 21-nt reads falling into a phase in a window, and U was the total number of reads out of phase in the window.

### Validation of the expression of miRNAs and *SlPT4* gene by RT-qPCR

Expression of the miRNAs and *SlPT4* gene was validated by RT-qPCR. Total RNA was treated with DNase (QIAGEN), and then cDNA synthesis was performed following the manufacturer's protocol using the mir-X miRNA first-strand synthesis kit (Takara, Japan) or SuperScript™ III First-Strand Synthesis System (Invitrogen). qPCR was performed using the CFX96 real-time system (Bio-Rad) or StepOnePlus real-time PCR system (Applied Biosystems) with SYBR Green PCR master mix (Takara, Japan). In brief, 1 μl cDNA were added to 10 μl SYBR Green PCR master mix, 0.5 μl 10 μM Primers and ddH_2_O to a final volume of 20 μl. The amplification reaction was pre-degenerated for 30 s at 95.0°C, followed by 40 cycles of 95.0°C for 10 s and 60.0°C for 30 s. All the reactions were performed in triplicate. Primers used for amplifying are listed in the Additional file: Supplementary Table S5.

## Results

### Deep sequencing and analysis of sRNAs in tomato roots

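Small RNA was selected by size on a gel from the roots of tomato plants harvested 75 days after inoculation with R. irregularis (treatment) or after receiving the autoclaved inoculum (control). Both groups were watered with a solution holding 20 μM phosphate. The authors sequenced 1 library per condition, trimmed the adaptors, removed low-quality and short reads, merged identical reads and deposited each distinct sequence with its read count. These counts are not normalized, and reads from rRNAs, tRNAs, exons and repeats are still among them. The treatment library held 13928894 reads in 4621745 distinct sequences and the control library 14005887 reads in 4039655 distinct sequences, with lengths from 18 to 44 nt in both. Of the distinct sequences, 77.5% in the treatment and 77.1% in the control were read a single time. The most abundant sequence took 2.61% of the treatment reads and 1.77% of the control reads. The count of a miRNA was the number of reads with exactly its listed sequence, and its RPM was calculated from that count and the total reads of the library as in Table 3. Reads of identical sequence from several loci cannot be told apart in such a count. Following the methods of the paper, a miRNA was called different when the log2 ratio of RPM (treatment over control) lay beyond 2 in either direction, the P-value was under 0.001 and at least 10 reads were found in 1 library. An RPM of 0 was set to 1e-06, as in Supplementary Table S2. The P-value came from the two-sided exact Audic-Claverie test on the reads of the 2 libraries, in the form that gives the P-values of Supplementary Table S3. With 1 library per condition the differences have no replicate check, and the test compares the 2 libraries, not the conditions. A count of 3 reads, taken as the smallest that the depth can show, equals 0.215 RPM in the treatment and 0.214 RPM in the control. Intervals are 95% intervals and cover counting error only, because the PCR-amplified reads carry no molecular identifiers.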

Two separate sRNA libraries were constructed and sequenced from tomato roots treated with and without *R. irregularis* respectively after confirming the formation of AM symbiosis (Supplementary Figure S1). A total of 14,191,678 raw reads from the treatment library and 14,231,261 reads from the control library were first collected. After removing the adaptor and filtering out low-quality reads, null and short sequences, 13,928,894 high-quality, clean reads in the treatment sample and 14,005,887 such reads in the control sample were obtained for further analysis (Table 1). 

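Over the reads of both libraries together, 19931537 (71.35%) belonged to sequences read in both libraries. Sequences read only in the treatment held 4525113 reads (16.20%, Wilson interval 16.19 to 16.21%) and those read only in the control 3478131 reads (12.45%, Wilson interval 12.44 to 12.46%). The largest shift came from counting each distinct sequence a single time, which left 14.7% common to both, 46.5% in the treatment only and 38.8% in the control only. Among sequences with at least 10 reads over both libraries, 97.0% of the reads were common, 2.42% were in the treatment only and 0.610% were in the control only.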

Among them, 71.35% were common to both libraries, while 12.45 and 16.20% reads were specific to the treatment and the control libraries, respectively (Supplementary Figure S2). In length, a majority (>80%) of these small RNA read sequences from the two libraries were 20–24 nt and the most abundant were 24 nt in length, followed by 21 and 22 nt (Supplementary Figure S2).

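Reads of 20 to 24 nt made up 86.4% of the treatment library and 82.8% of the control library. The 24-nt class held 33.98% of the treatment reads (Wilson interval 33.96 to 34.01%) and 33.7% of the control reads (33.68 to 33.73%). It was followed by 21 nt, with 21.6% and 20.0%, and by 22 nt, with 13.9% and 13.4%. Reads of 23 nt accounted for 11.5% of the treatment library and 9.83% of the control library.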

**Table 1:** **Statistics of sequencing reads for two libraries from tomato**.

**Type**	**Treatment**	**Control**
Total raw reads	14,191,678	14,231,261
High quality reads	14,087,846	14,124,609
3′adapter_null	14,034 (0.10%)	13,337 (0.09%)
insert_null	2151 (0.02%)	1603 (0.01%)
5′adapter_contaminants	34,151 (0.24%)	19,282 (0.14%)
polyA	1717 (0.01%)	1236 (0.01%)
Reads smaller than 18nt	106,899 (0.76%)	83,264 (0.5%)
Clean reads	13,928,894 (98.87%)	14,005,887 (99.16%)

The obtained high-quality, clean read sequences can be merged into a total of 4,621,745 unique sequences for the treatment sample and 4.039,655 unique sequences for the control sample. 

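Among distinct sequences, 24 nt was the largest class with 2091755 sequences (45.3%) in the treatment and 1969162 (48.7%) in the control. The 23-nt class came next, with 857319 (18.5%) and 619141 (15.3%). The 22-nt class held 9.12% and 8.99% and the 21-nt class 9.05% and 9.15%. When sequences read a single time were left out, 24 nt accounted for 50.9% of the distinct sequences in the treatment and 54.2% in the control, and 23 nt for 16.1% and 12.1%.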

The size distribution pattern of the unique reads was different from that of total reads, with 24 and 23 nt being the two predominant size classes in both libraries (Supplementary Figure S2). About 65.96% (3,048,316) unique sequences in the treatment sample and 66.84% (2,700,260) unique sequences in the control sample can align to the tomato genome. Among them, 4535 and 3421 unique reads in the two libraries were annotated as tRNA, rRNA or other non-coding RNAs (Table 2). Moreover, about 1,000,000 clean reads in the treatment and control samples matched to exon or repeat regions (Table 2). In the remaining reads, 1239 treatment reads and 1043 control reads can match to known miRNAs in miRBase, respectively; while the rest 1,974,401 treatment reads and 1,721,502 control reads match to non-coding regions of tomato genome and likely harbor novel miRNAs (Table 2).

**Table 2:** **Categorization of unique reads of small RNAs in two libraries**.

**Category**	**Treatment**	**Control**
Clean reads	4,621,745	4,039,655
Map to tomato genome	3,048,316	2,700,260
Rfam^a^	4535	3421
Repeat	913,523	815,672
Exon	154,618	158,622
miRBase	1239	1043
Unannotated	1,974,401	1,721,502

a *Rfam, reads mapped to plant rRNA, tRNA, snoRNA in Rfam*.

### Identification of known plant miRNAs in tomato roots

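The 187 entries of Supplementary Table S1 hold 182 distinct sequences in 47 families, and each distinct sequence was counted once. Together they had 1369649 reads in the treatment (9.83% of the library) and 1204460 reads in the control (8.60%). The sequence with most reads was the 21-nt TTGACAGAAGATAGAGAGCAC (miR156a-5p), with 363294 reads in the treatment and 248355 in the control. miR166a-3p followed with 246183 and 233358 reads.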

The clean read sequences matched to known miRNAs in miRBase were further screened to discard low expression ones with fewer than 10 reads in both libraries, and a total of 187 known miRNAs belonging to 47 miRNA families (Supplementary Table S1) were finally kept from the two libraries. The number of family members varied greatly among the 47 miRNA families (Figure 1A). Five miRNA families (miR399, miR156, miR166, miR171, and miR172) had more than 10 members, and miR156 family, the largest family, had 23 members. In contrast, several miRNA families such as miR403, miR408, miR6284, miR6025, and miR6024 have only one member. 

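The miR156 family had 23 entries with 22 distinct sequences, miR166 18 with 18, miR172 15 with 13, miR171 13 with 13 and miR399 12 with 11. The miR396 family had 10 entries, all with distinct sequences.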

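Summed over both libraries, the miR166 family had 932618 reads, the miR156 family 896608 and the miR168 family 268567. In the treatment and the control these were 34569.8 and 32207.8 RPM for miR166, 35550.2 and 28661.7 RPM for miR156, and 10671.3 and 8562.7 RPM for miR168. Over the distinct sequences, the count in 1 library ranged from 0 to 363294. The log2 ratio of miR166 was 0.10 (0.10 to 0.11) and fell to 0.00081 when the libraries were scaled to the median known miRNA. That median is the log2 ratio of miR166c-3p, which holds 425222 of the 932618 reads of the family. The scaling thus sets miR166 near 0 and is not a separate check of it. The log2 ratios of miR156 (0.31) and miR168 (0.32) stayed above 0 under that scaling and with RPM taken over reads of 20 to 24 nt.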

The reads number for these known miRNAs also varied to a large extent ranging from 1 to 363294, with miR166, miR156, and miR168 families having the most abundant reads in the two libraries. Furthermore, a significant positive correlation was observed between the family members and the number of reads in the 47 miRNA families. 

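Across the 47 families, the number of distinct sequences and the reads summed over both libraries had a Spearman's rho of 0.57 (permutation p = 5e-05 with 100000 resamples, two-sided). Pearson's r with log10(reads + 1) was 0.61 (permutation p = 1e-05, the smallest that these resamples can give). Families are not independent replicates, and this is a relation across families within the 2 libraries. A member was listed only with at least 10 reads in 1 library, so families with more reads can list more members for that reason alone. The permutation test does not allow for this. Leaving out miR156 and miR166, the families farthest from the median number of members, gave a rho of 0.51 (permutation p = 0.00052) and an r of 0.45 (permutation p = 0.0012). The rho was 0.56 in the treatment and 0.59 in the control, and it moved most, to 0.68, when isomiRs ending within 2 nt were counted. In that setting a read that matched several members was counted for each, which ties reads to the number of members. The 0.68 is therefore no check of the relation. After Benjamini-Hochberg adjustment over the 12 relations tested, the permutation p-value was 6.7e-05 for the rho and 2.4e-05 for the r over all families, and at most 0.0012 for any of them.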

Classification of known miRNAs according to their sequence length revealed that 21-nt miRNAs were the major type accounting for 118 of all miRNAs.

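By the length of their listed sequence, 118 of the 187 entries were 21 nt, 30 were 22 nt, 22 were 20 nt and 8 were 19 nt. There were 5 entries of 23 nt, 3 of 24 nt and 1 of 18 nt. The 21-nt sequences held 1196967 reads in the treatment and 1019929 in the control. The 24-nt sequences held 61 and 57 reads.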

**Figure 1:**
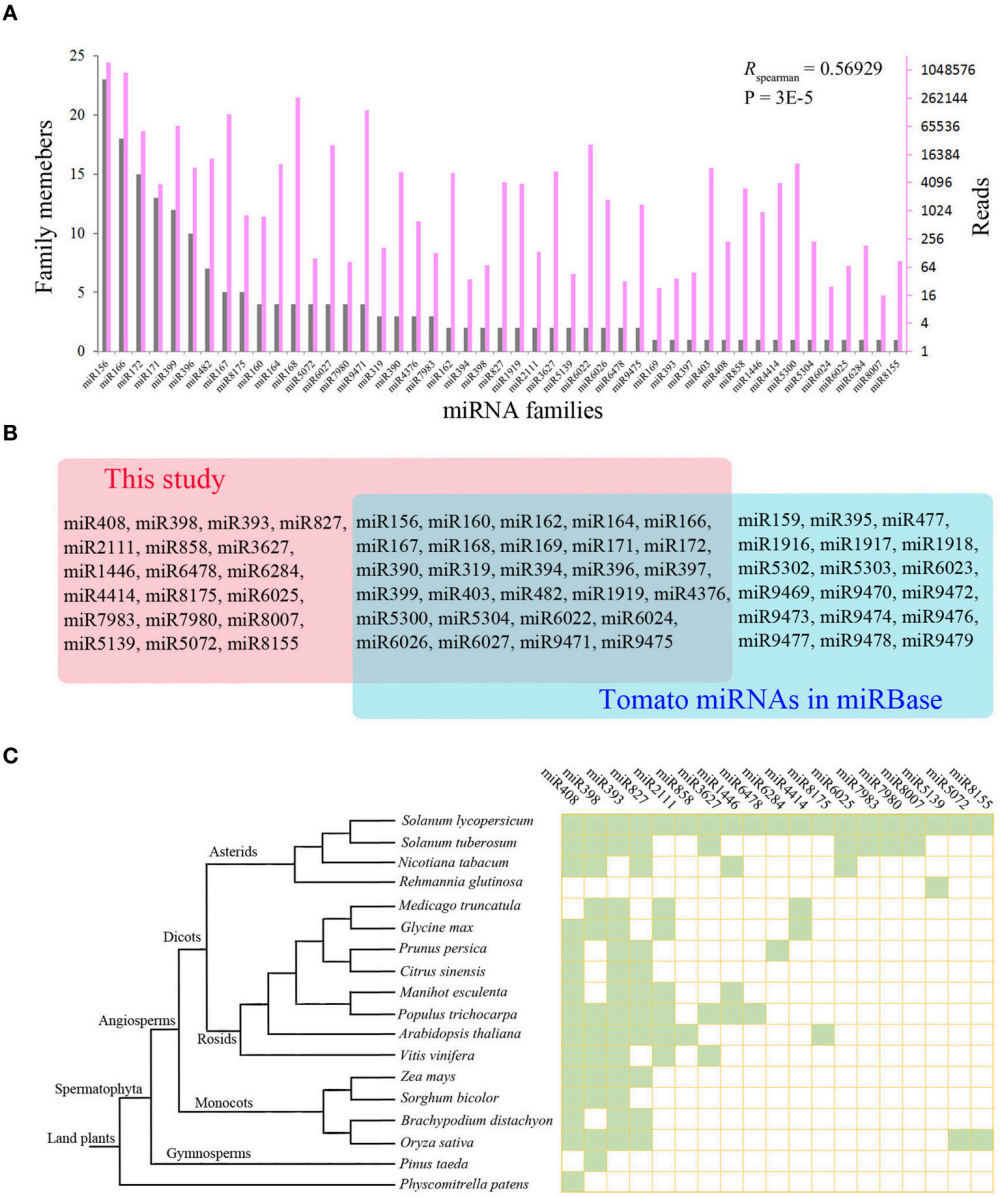
**Known miRNAs identified from tomato root. (A)** The correlation of family members and the abundance of miRNA families. **(B)** Known miRNAs predicted in tomato root. The pink rectangle represents known miRNAs that have not been document for tomato in the miRBase, and the blue rectangle represents known tomato miRNAs in miRBase. **(C)** Phylogenetic distribution of known miRNAs in tomato identified in this study.

Previously in tomato, 110 known miRNAs belonging to 46 miRNA families were identified and documented in the miRBase. Twenty eight of these families were detected in our data, in addition to the other 19 known miRNA families, which have not been document for tomato in the miRBase (Figure 1B). Searching homologous sequences from other plant species in the miRBase revealed that four of the 19 miRNA families (miR408, miR398, miR393, and miR827) were ancient miRNA families, and their family members had been identified in more than 10 different plant species. In contrast, another four miRNA families (miR6025, miR7980, miR7983, and miR8007) were only found in *Solanaceae* species indicating their recent emergence (Figure 1C). By searching other studies for tomato miRNAs, we found that 10 of these 19 miRNAs have also been reported in independent studies (Karlova et al., 2013; Luan et al., 2014; Gao et al., 2015), suggesting these are likely true miRNAs in tomato and should be included in the miRBase. 

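Of these 9 families, miR3627 had 4322 reads in the treatment and 2719 in the control (log2 ratio 0.68, interval 0.61 to 0.75), and miR4414 had 2556 and 1415 (0.86, 0.77 to 0.95). The miR8175 family had 470 and 345 reads (log2 ratio 0.45). The remaining families had fewer than 100 reads in each library. miR7980 had 53 and 19 reads (log2 ratio 1.49, interval 0.74 to 2.24), and miR6284 had 95 and 88 (0.12, -0.30 to 0.54). miR8155 had 25 and 62 reads (log2 ratio -1.30, interval -1.97 to -0.64) and miR5072 had 34 and 65 (-0.93, -1.52 to -0.33). miR6478 had 10 and 22 reads, and miR5139 had 16 and 29, with an interval of the log2 ratio from -1.72 to 0.02 for miR5139. None of these directions changed with RPM taken over reads of 20 to 24 nt or with scaling to the median known miRNA. The 12 entries of the miR5072, miR5139, miR8155 and miR8175 families all end in CCA, and of the reads that share their 3′ end a median of 2.94% start at the listed 5′ base, against 94.9% for the other 170 known sequences.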

The other nine known miRNA families were first identified in tomato, including miR3627, miR4414, miR5072, miR5139, miR6284, miR6478, miR7980, miR8155, and miR8175.

### Identification of novel miRNAs in tomato roots

Using mireap software with optimized parameters for plant miRNA prediction, the rest reads from the treatment (1,974,401) and control (1,721,502) libraries that match to non-coding regions of tomato genome were screened to identify potential novel miRNAs, which show hairpin structures in their precursors. Five hundred and thirteen novel miRNAs were predicted, of which 200 even had detected miRNA stars (Figure 2A). 

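Supplementary Table S2 lists 713 sequences, of which 513 were taken as mature miRNAs and 200 as miRNA stars. In the files, 358 of the 513 mature miRNAs had at least 10 reads of exactly the listed sequence in 1 library, and 10 had no such read in either library. Of the 200 stars, 39 had at least 10 exact reads in 1 library. For 49 of the 713 entries, the counts listed in Supplementary Table S2 equal the exact counts in both libraries.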

The predicted miRNAs with detected stars are more likely bona fide novel miRNAs, whereas other predicted miRNAs are potential novel miRNAs. The predicted length of the novel miRNA precursors ranges from 68 to 293 nt, with their minimum folding free energies ranging from −18 to −183.1 kcal/mol (Supplementary Table S2). Using a cutoff of 85% identity, these miRNAs were further clustered into 480 families, among which 210 were presented in both libraries while 142 and 128 were specific to the treatment and control libraries respectively (Figure 2B). 

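By reads of exactly the listed sequence of the mature miRNAs, 462 of the 480 families were read in both libraries, 8 in the treatment only and 2 in the control only, and 8 had no exact read. The counts listed in Supplementary Table S2 give 210, 142 and 128 for the same grouping. When isomiRs ending within 2 nt were counted, 476 families were read in both libraries, 3 in the treatment only and 0 in the control only. Among the 423 sequences of Supplementary Table S2 listed with 0 reads in 1 library, 324 (76.6%) had exact reads in that library. These were 164 of the 222 listed at 0 in the control and 160 of the 201 listed at 0 in the treatment. At least 3 exact reads there, the smallest count that the depth was taken to show, were found for 256 of the 423. At least 10 were found for 130.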

All identified novel miRNAs were 20–24 nt in length, and 55% of them were 24-nt miRNAs, representing the most abundant miRNA type in tomato. 

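Of the 513 mature miRNAs, 279 (54.4%) were 24 nt, 113 were 22 nt, 74 were 21 nt, 41 were 23 nt and 6 were 20 nt. Their exact reads were fewer than those of the known miRNAs. The 24-nt miRNAs had 14758 reads in the treatment and 17239 in the control, with a median of 21 reads per miRNA over both libraries. The 21-nt miRNAs had 8126 and 8539 reads, with a median of 40.5. The 22-nt miRNAs had 7202 and 6614 reads and the 20-nt miRNAs 562 and 369. The 23-nt miRNAs had 3890 and 11850 reads, of which 3297 and 11193 came from those without a star.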

Further analysis of the 200 bona fide novel miRNAs showed that 49% of them are 24 nt. 

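Of the 200 miRNAs with a star, 98 (49.0%) were 24 nt, 43 were 21 nt, 34 were 22 nt, 20 were 23 nt and 5 were 20 nt. Among the 313 without a star, 181 (57.8%) were 24 nt and 79 (25.2%) were 22 nt. The median number of exact reads over both libraries was 24 for the 24-nt miRNAs with a star and 20 for those without.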

We also analyzed the nucleotide bias of novel miRNAs in different lengths. 

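The first base was taken over the distinct listed sequences of the mature miRNAs that were read in either library, both sequences being used where an entry lists a pair. A U opened 126 of the 228 sequences of 20 to 23 nt (55.3%, Wilson interval 48.8 to 61.6%) and 49 of the sequences of 24 nt (17.2%, 13.3 to 22.0%). The odds ratio was 0.168 (two-sided Fisher's exact test, p = 1.1e-19). By length, U opened 57.4% of the 68 sequences of 21 nt and 56.9% of the 116 of 22 nt. It opened 50% of the 40 sequences of 23 nt and 25% of the 4 of 20 nt. Among all 67541 sequences of 20 to 23 nt with at least 10 reads in 1 library, 42.0% started with U. Weighting each predicted sequence by its reads lowered the share at 20 to 23 nt to 38.2%.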

As shown in Figure 2C, short miRNAs often have a U at the 5′ first position. In contrast, the 24-nt miRNAs tend to have an A at the 5′ first position. This is in accordance with findings in other plants (Jain et al., 2014; Guo et al., 2016). 

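An A opened 216 of the sequences of 24 nt (75.8%, Wilson interval 70.5 to 80.4%) and 62 of the shorter sequences (27.2%, 21.8 to 33.3%). The odds ratio was 8.38 (two-sided Fisher's exact test, p = 9.9e-29). It was 8.88 for miRNAs with a star and 13.5 for sequences with at least 10 reads in 1 library. Among all 69320 sequences of 24 nt with at least 10 reads in 1 library, 71.1% started with A, a share that lies inside the interval of the predicted 24-nt miRNAs.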

The underlining reason is that short miRNAs are loaded to AGO1 and 24-nt miRNAs are loaded to AGO4 (Wu et al., 2010a). These two different AGO proteins have high affinities for U starting and A starting miRNAs, respectively (Mi et al., 2008).

**Figure 2:**
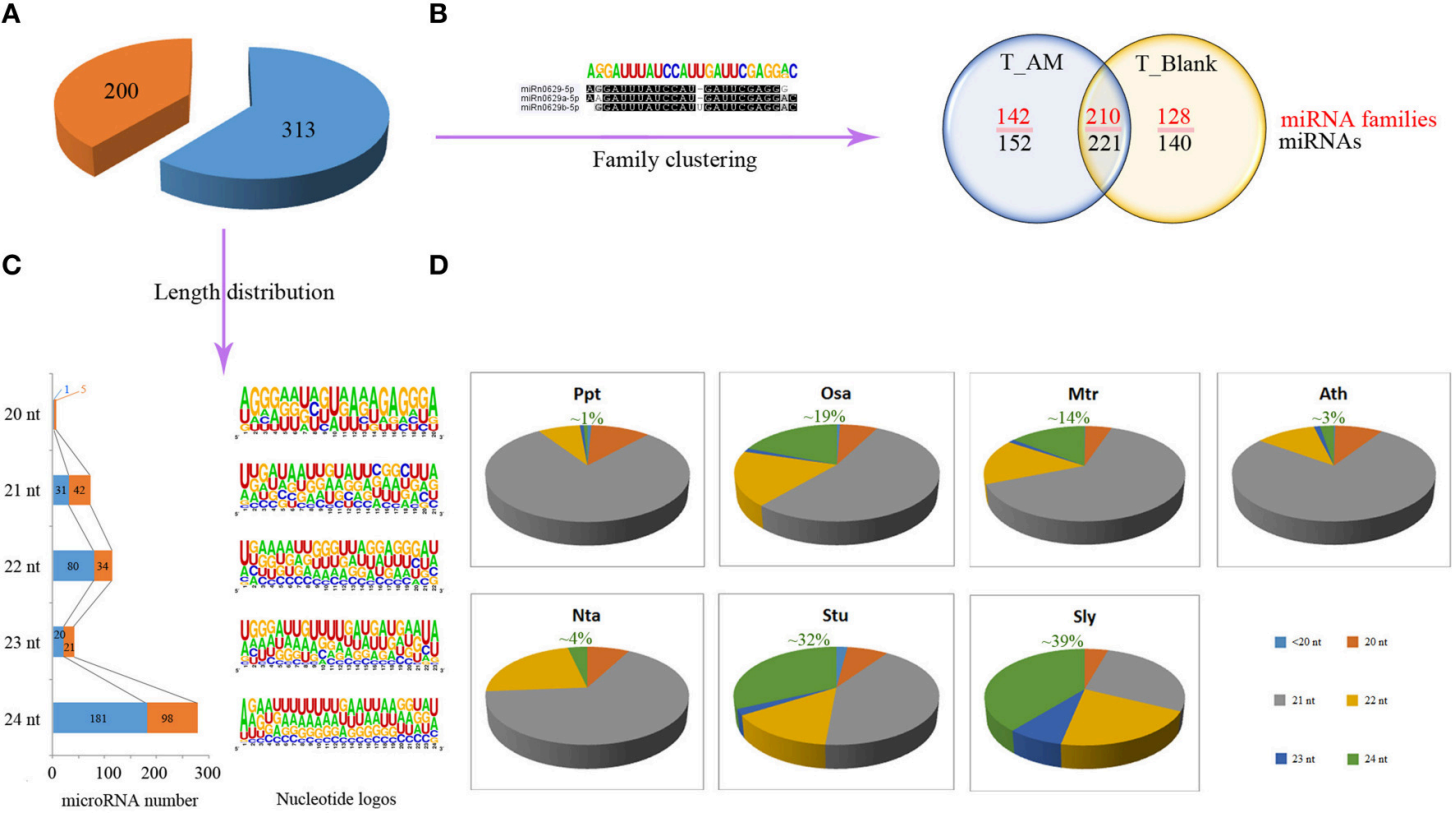
**Characters of novel miRNAs in tomato. (A)** 513 Novel miRNAs were identified in tomato root, 200 of which have detected miRNA stars. **(B)** Novel miRNAs were clustered into 480 families based on Sequence identity cut-off 0.85. Their distribution in the two libraries was shown. **(C)** Sequence logos for novel miRNAs of different lengths. **(D)** Length distribution of miRNAs in *Physcomitrella patens* (Ppt)*, Oryza sativa* (Osa)*, Medicago trunc*a*tula* (Mtr)*, Arabidopsis thaliana* (Ath)*, Nicotiana tabacum* (Nta)*, Solanum tuberosum* (Stu), and *Solanum lycopersicum* (Sly).

Since we obtained large numbers of 24-nt novel miRNAs, we calculated the length distribution of all tomato miRNAs and miRNA stars from this study and the miRBase. We then compared it with those from six other plants (*Physcomitrella patens, Oryza sativa, M. trunc*a*tula, Solanum tuberosum, Nicotiana tabacum*, and *Arabidopsis thaliana*) from different lineages of land plants. Our results showed that the 24-nt miRNAs also accounted the largest proportion in *S. tuberosum* whereas the other four genomes have 21-nt miRNA as the most abundant miRNA type (Figure 2D). This indicates that 24 nt miRNAs may underwent lineage-specific evolution in solanum to remodel its miRNA profile.

### *PHAS* loci in the tomato root and their triggers

Plant 21-nt and 22-nt miRNAs can initiate the synthesis of phasiRNAs (phased, secondary small interfering RNAs) by cleaving their target mRNAs into a series of 21-nt siRNAs (Zhai et al., 2011; Fei et al., 2013). 

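The genome and gene sequences that phasing needs were not used here, so no phasing score was computed. The trigger miRNAs were counted in the 2 libraries. miR482b (UCUUGCCUACACCGCCCAUGCC, 22 nt) had 1652 reads in the treatment and 1253 in the control, and miR482c-3p (UCUUGCCAAUACCGCCCAUUCC, 22 nt) had 539 and 328. miR6025 (UACCAAUAAUUGAGAUAACAUC, 22 nt) had 43 and 26 reads, and miR6026 (UUCUUGGCUAGAGUUGUAUUGC, 22 nt) had 413 and 279. The log2 ratios were 0.41 (interval 0.30 to 0.51), 0.72 (0.53 to 0.92), 0.73 (0.04 to 1.43) and 0.57 (0.35 to 0.79), and none lay beyond the cutoff of 2.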

From our data, we were able to identify seven *PHAS* loci, which were triggered by three different 22-nt miRNAs (Figure 3). Six such *PHAS* loci were annotated as NBS-LRR type plant disease resistance genes. 

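The target sites drawn in Figure 3 were paired with the listed miRNA sequences over all 22 positions. miR482b forms 19 Watson-Crick pairs, 3 G:U pairs and 0 mismatches with the site GGUAUGGGUGGUGUAGGUAAGA of Solyc02g036270.2.1. At GGCAUGGGCGGUAUAGGUAAGA of Solyc05g008070.2.1 it forms 20 pairs with 1 G:U pair and 1 mismatch. At GGUAUGGGUGGUGUUGGUAAGA of Solyc12g016220.1.1, miR482b and miR482c-3p each form 18 pairs, 3 G:U pairs and 1 mismatch. At GGUAUGGGCGGUAUCGGUAAGA of Solyc11g020100.1.1, miR482b forms 18 pairs and miR482c-3p 19, each with 2 mismatches. At GGAAUGGGCGGCCUGGGCAAGA of Solyc08g007630.1.1, miR482b forms 18 pairs and miR482c-3p 19, each with 3 mismatches. miR6025 forms 19 pairs, 2 G:U pairs and 1 mismatch with GAUGUCGUCUCAAUUGUUGGUA of Solyc10g008240.2.1.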

Five of these NBS-LRR genes were targeted by miR482, while another NBS-LRR gene (Solyc10g008240.2.1) was targeted by miR6025. 

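miR6026 forms 20 Watson-Crick pairs, 0 G:U pairs and 2 mismatches with the site GCAAUUCAACUCUAGCCAAUAA that Figure 3 draws for Solyc06g048960.2.1. It had 29.7 RPM in the treatment and 19.9 RPM in the control. miR6026a, the other listed member of the family, had 38.7 and 38.2 RPM (log2 ratio 0.02, interval -0.15 to 0.19).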

The only non NBS-LRR *PHAS* gene found in this study was annotated as the tomato *DCL2* and was targeted by miR6026.

**Figure 3:**
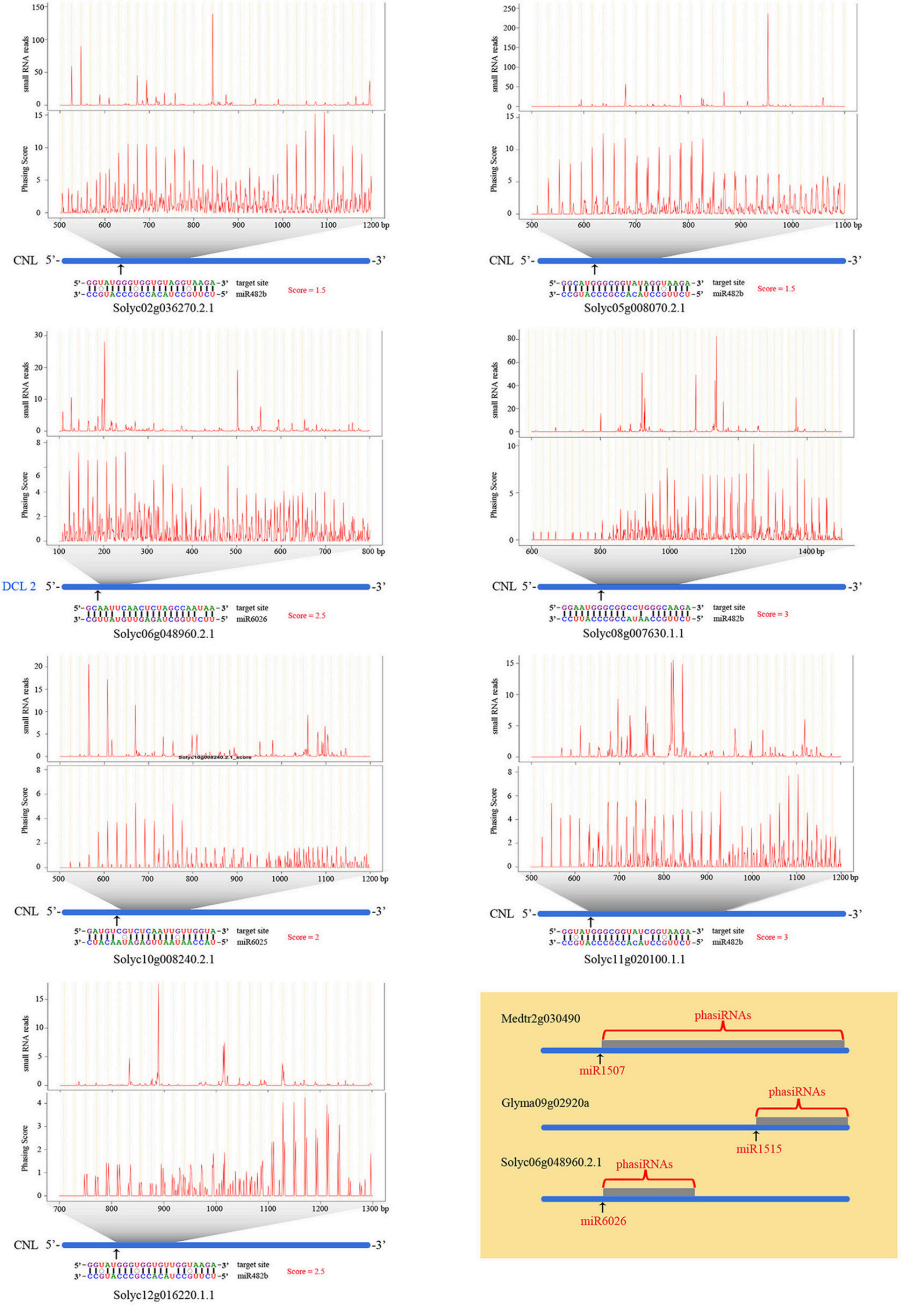
**Seven *PHAS* loci triggered by three 22-nt miRNAs in tomato**. The blue lines are the genes. Below them are alignments of genes and corresponding triggering miRNAs with different nucleotide in different color. In the alignment, vertical lines indicate matches, missing lines indicate mismatches, and circles indicate G:U wobble pairs. The black arrow indicate miRNA target loci. The two figures above the gene shows small RNA read abundance normalized in TPM (transcripts per million) and Phasing score distributions for the region indicated by the gray trapezoids. Horizontal axises of these figures shows the genomic coordinates. The brown yellow figure indicates that different miRNAs target DCL2 among different species.

### AM-responsive miRNAs in tomato root

Nine known miRNAs in tomato showed a significant difference in read abundance (using a fold-change cutoff of 2) between the treatment and control libraries. 

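By reads of exactly the listed sequence, 6 of the 182 distinct known sequences passed the threshold, 2 higher and 4 lower in the treatment, and all 6 are in Table 3. The largest changes in this number came with a cutoff of 1 on the log2 scale, which gave 21 sequences, and with isomiRs ending within 2 nt, which gave 2. The counts listed in Supplementary Table S1 gave 9, 5 higher and 4 lower. Counting intervals of the log2 ratio lay above 0 for 65 sequences and below 0 for 40. The median log2 ratio of the 131 sequences with at least 50 reads over both libraries was 0.10. Among the 93 sequences with at least 100 reads in 1 library, the largest falls were those of miR399-5p (2066 reads in the treatment and 7257 in the control, log2 ratio -1.80), miR156f (37 and 113, -1.60), miR482d (84 and 248, -1.55), miR399a-5p (5565 and 15265, -1.45) and miR166f (348 and 870, -1.31). The largest rises were those of miR171 (133 and 31, 2.11), miR164b (117 and 45, 1.39), miR5300 (7457 and 2944, 1.35), miR827-5p (2141 and 1174, 0.87) and miR4414-3p (2556 and 1415, 0.86).

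**Figure D1:**
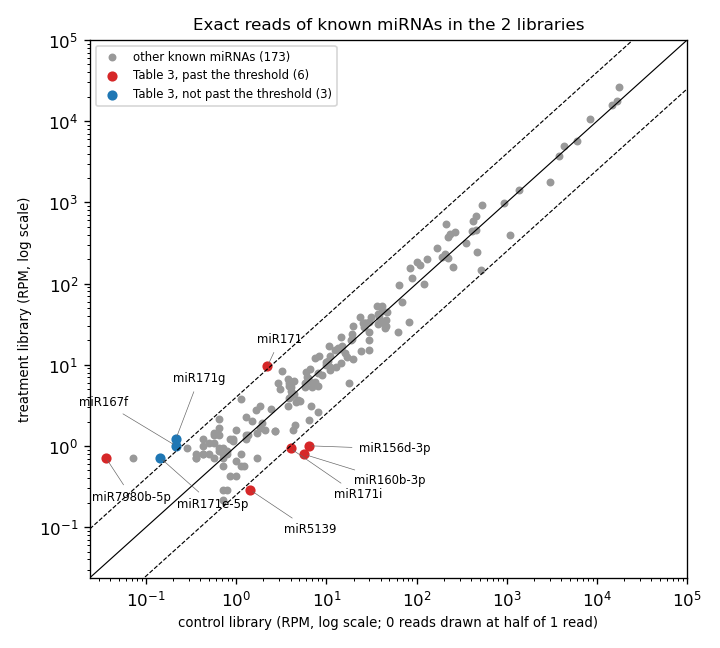
RPM of each distinct known miRNA sequence in the control library (x axis, log scale) and the treatment library (y axis, log scale), with 0 reads drawn at the value of a count below 1 read. The solid line marks equal RPM and the dashed lines a log2 ratio of 2 in either direction. The 6 sequences of Table 3 past the threshold are red, the 3 not past it are blue and the other 173 are grey. miR171 lies at 9.55 RPM in the treatment and 2.21 in the control, and the other Table 3 sequences lie at or below 1.22 RPM in the treatment.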

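The miRNAs of Table 3 that passed the threshold with fewer reads in the treatment were miR156d-3p, miR160b-3p, miR171i and miR5139. miR156d-3p (GCTCACTGCTCTATCTGTCACC) had 14 reads in the treatment and 89 in the control, a log2 ratio of -2.66 (interval -3.46 to -1.86, exact P = 1.1e-14). miR160b-3p (GCGTATAAGGAGCCAAGCATA) had 11 and 79 reads, a log2 ratio of -2.84 (-3.73 to -1.94, exact P = 5.3e-14). miR171i (TGTTGGAATGGCTCAATCTAA) had 13 and 56 reads, a log2 ratio of -2.10 (-2.96 to -1.24, exact P = 1.2e-07). miR5139 (AAACCTGGCTCTGATACCA) had 4 and 20 reads, a log2 ratio of -2.31 (-3.80 to -0.83, exact P = 0.00096). miR5139 no longer passed with the inclusive upper tail (exact P = 0.0016), Fisher's exact test (P = 0.0015), Benjamini-Hochberg adjustment, at least 50 reads or isomiRs (log2 ratio -1.59), and miR171i no longer passed with isomiRs (log2 ratio -1.44). With more reads in the treatment, miR171 (TTGAGCCGTGCCAATATCACA) had 133 and 31 reads, a log2 ratio of 2.11 (1.55 to 2.67, exact P = 1.4e-16), and no longer passed with isomiRs (log2 ratio 0.39). Its isomiR reads, 561 and 431, take in the 283 and 265 exact reads of miR171f-3p. miR7980b-5p (GAGATGAAATCAGCGTTTGGACA) had 10 reads in the treatment and 0 in the control (exact P = 0.00095), so its log2 ratio of 19.45 is set by the floor of 1e-06 RPM and was 3.47 with 1 read added to each count. It no longer passed with RPM over reads of 20 to 24 nt (exact P = 0.0012), with scaling to the median known miRNA (exact P = 0.0014), with Benjamini-Hochberg adjustment, with at least 50 reads or with isomiRs (log2 ratio 0.91, exact P = 0.0046). The other miRNAs of Table 3 had reads in both libraries and did not pass. miR167f (AGATCATGTGGCAGCATCACC, named miR167c in Supplementary Table S1) had 14 and 3 reads, a log2 ratio of 2.23 (0.53 to 3.93, exact P = 0.0073). miR171e-5p (AGATATTGATGCGGTTCAATC) had 10 and 2 reads, a log2 ratio of 2.33 (0.31 to 4.35, exact P = 0.022). miR171g (TTGAGCCGCGCCAATATCATT) had 17 and 3 reads, a log2 ratio of 2.51 (0.84 to 4.19, exact P = 0.0014).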

Five such miRNAs have significantly more reads and four other ones have significantly fewer reads in the *R. irregularis*-treated sample (Table 3). To confirm the AM responsive expression of these nine miRNAs, we used RT-qPCR to verify their differential expression in the treatment and control samples. Five up-regulated and one down-regulated miRNAs were validated to have a consistent expression pattern with the library sequencing data and they can be deemed as AM-responsive miRNAs (Figure 4). Three of them were miR171 family members, including miR171, miR171g, and miR171i. Interestingly, tomato miR171 and miR171g actually share high sequence identity with a miRNA named Mtr-miR171h, which has been reported to regulate AM symbiosis in *M. truncatula* (Lauressergues et al., 2012; Hofferek et al., 2014). 

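The 13 listed sequences of the miR171 family together had 1768 reads in the treatment and 1951 in the control, a log2 ratio of -0.13 (interval -0.23 to -0.04). With 1 read added to each count, 8 of them were higher in the treatment and 5 lower, also with RPM taken over reads of 20 to 24 nt and with scaling to the median known miRNA. Their median log2 ratio of 0.12 lay at the 41.1 percentile of 10000 random lists of known miRNAs matched on expression. miR171 (2.11) had 9.55 RPM in the treatment and 2.21 in the control, and miR171g (2.51) had 1.22 and 0.214 RPM. The reads of miR171d fell by 0.63 on the log2 scale (418 and 649 reads) and those of miR171f-5p by 0.29 (473 and 581 reads). These members had the most reads of the family in both libraries and weigh most in its total. miR171f-3p, the next by reads, had 283 and 265 (log2 ratio 0.10, interval -0.14 to 0.34). The family total joins both arms and was not split by arm, so it does not give the direction of either arm. When isomiRs ending within 2 nt were counted, which takes in reads of other family members, the log2 ratio was 0.39 for miR171 (561 and 431 reads) and 0.96 for miR171g (31 and 16 reads). From the higher abundance of miR171 and miR171g in the treatment and their high sequence identity with a Medicago miRNA reported to regulate AM symbiosis, the paper proposes that a conserved miRNA family was adopted by different plant lineages. It also draws on RT-qPCR of these miRNAs and on their predicted targeting of an NSP2 ortholog, with degradome data. Neither was analysed here.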

The up-regulation of miR171 and miR171g in tomato revealed by this study, therefore suggests that a conserved miRNA family was adopted by different plant lineages to regulate AM symbiosis.

**Table 3:** **Differentially expressed known miRNAs between treatment and control**.

**MiRNA name**	**Sequence**	**Count (RPM)^a^**		**LFC^b^**	***P*-value**
		**Treatment**	**Control**		
miR156d-3p	GCTCACTGCTCTATCTGTCACC	1.005105	6.354471	−2.66043	1.14E-14
miR160b-3p	GCGTATAAGGAGCCAAGCATA	0.789725	5.640485	−2.8364	5.34E-14
miR171i	TGTTGGAATGGCTCAATCTAA	0.933312	3.998319	−2.09896	1.16E-07
miR5139	AAACCTGGCTCTGATACCA	0.287173	1.427971	−2.31398	0.000955
miR167f	AGATCATGTGGCAGCATCACC	1.005105	1.00E-06	9.97313	5.86E-05
miR171	TTGAGCCGTGCCAATATCACA	9.548497	2.213355	2.109039	1.38E-16
miR171e-5p	AGATATTGATGCGGTTCAATC	0.717932	1.00E-06	9.487704	0.000947
miR171g	TTGAGCCGCGCCAATATCATT	1.220485	1.00E-06	10.25324	7.26E-06
miR7980b-5p	GAGATGAAATCAGCGTTTGGACA	0.717932	1.00E-06	9.487704	0.000947

a *RPM (reads per million: (actual miRNA count/total count of clean reads) × 1000000)*.

b *LFC, log fold change*.

**Figure 4:**
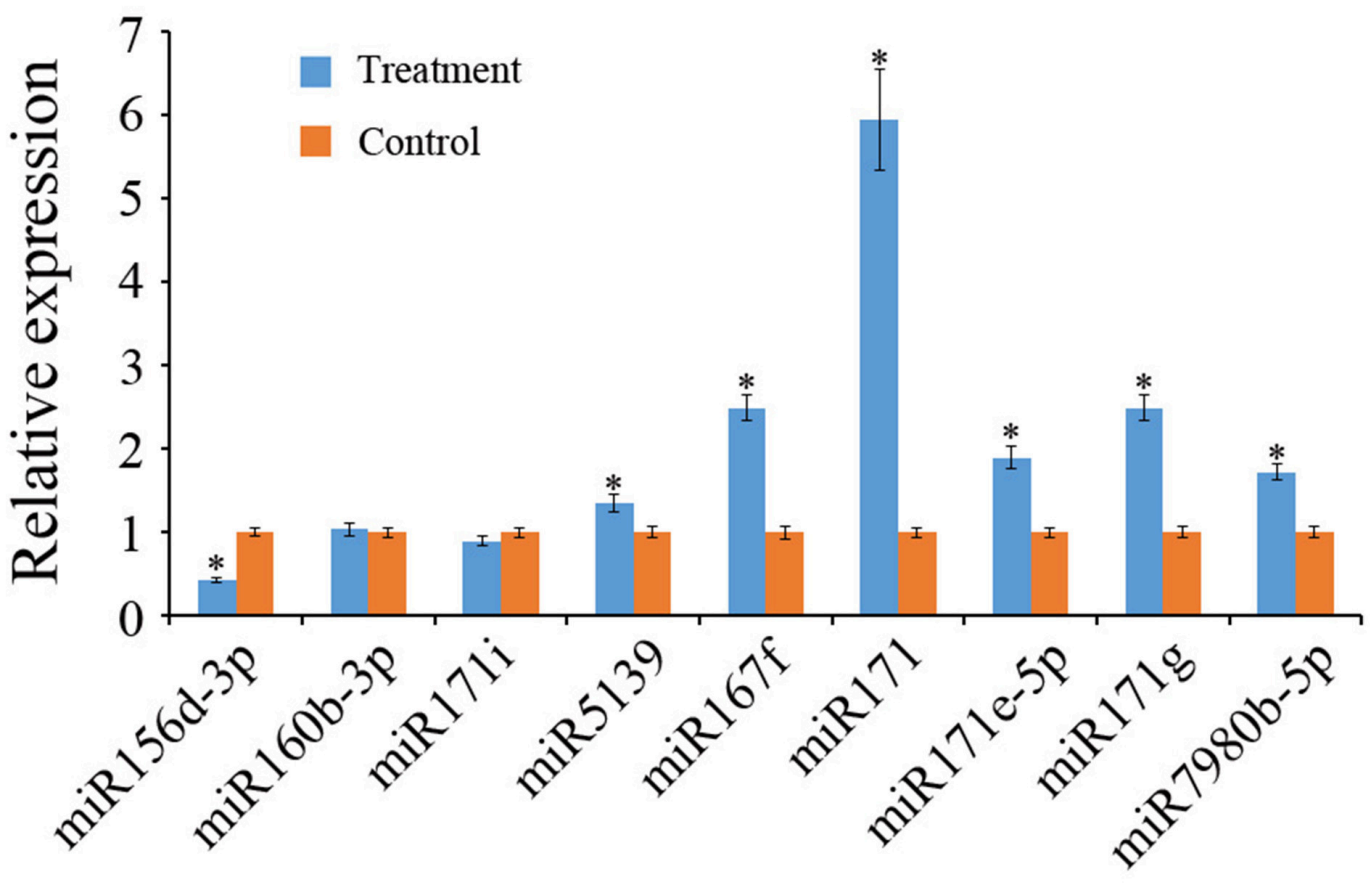
**RT-qPCR validation of expression profiles of nine known miRNAs**. The house-keeping gene U6 was used as internal control, and Error bars represent SEM of three replicates. Asterisks indicate significant difference as determined by Student's *t* test (*P* < 0.05).

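Of the 270 mature miRNAs of Supplementary Table S3, 5 passed the threshold by reads of exactly the listed sequence, all with more reads in the treatment. miRn0393-3p (AAAGGGGAGGGATAACCGGAGC, precursor on chromosome 9 from 29778100 to 29778374) had 29 reads in the treatment and 2 in the control, a log2 ratio of 3.87 (interval 1.94 to 5.79, exact P = 2.3e-07). miRn0191-5p (AGTTTATTGGTGCACACAAAGTCT, chromosome 3 from 7532993 to 7533094) had 24 and 2 reads, a log2 ratio of 3.59 (1.66 to 5.53, exact P = 5.3e-06). miRn0080-3p (TAAATGTTTTCCGAGTATCTTT, chromosome 12 from 47326049 to 47326195) had 18 and 3 reads, a log2 ratio of 2.59 (0.92 to 4.26, exact P = 0.00082). miRn0277-3p (GCTAAAGGAATGAAGATGCTG, chromosome 6 from 6003219 to 6003299) and miRn0205-5p (TGAAATAGTTTCTTAGGACAATGC, chromosome 4 from 7225454 to 7225606) had 15 and 11 reads in the treatment and 0 in the control (exact P = 2.9e-05 and 0.00047). Positions are those of the precursors in Supplementary Table S2. A cutoff of 1 on the log2 scale added miRn0189-5p (TGAGACATTGATGATGGTGGC, chromosome 3 from 63293645 to 63293788), which had the smallest P-value of the 270, with 107 and 27 reads and a log2 ratio of 1.99 (1.39 to 2.60, exact P = 9e-13). Requiring at least 50 reads in 1 library left 0 of the 270 beyond the cutoff of 2, isomiRs ending within 2 nt gave 6, scaling to the median known miRNA gave 5 with 4 higher and 1 lower, and the listed counts gave 270, 146 higher and 124 lower. Of the 145 listed with 0 reads in the control, 133 had exact reads there, and of the 123 listed with 0 reads in the treatment, 120 had exact reads there. By exact reads, the log2 ratio was reversed for 26 of the 146 listed as higher in the treatment and for 37 of the 124 listed as lower. In both libraries, 97 of the 270 had fewer than 10 exact reads, and 7 of these had none. The largest counts listed with 0 in the control were those of miRn0343-5p, miRn0007-3p, miRn0270-3p, miRn0179-3p and miRn0289-3p. In exact reads, miRn0343-5p (AGAGTAGATTTCTTTGATGGTCAC, chromosome 8 from 2845797 to 2845903) had 473 in the treatment and 410 in the control, miRn0007-3p 259 and 187, miRn0270-3p 294 and 335, miRn0179-3p 290 and 172, and miRn0289-3p 108 and 122. The largest counts listed with 0 in the treatment were those of miRn0422-3p, miRn0086-3p, miRn0398-3p, miRn0225-3p and miRn0463-5p. In exact reads, miRn0422-3p (AGGAGAAAGGTGGATGAAATA, chromosome 11 from 36953128 to 36953374) had 764 in the treatment and 946 in the control, miRn0086-3p 887 and 940, miRn0398-3p 128 and 242, and miRn0463-5p 216 and 377, while miRn0225-3p had 28.6 and 33.3 RPM. The log2 ratios of these 10 entries lay between -0.91 and 0.76. Among the 6 miRNAs of Figure 5, miRn0191-5p passed the threshold. The others had 212 reads in the treatment and 139 in the control for miRn0157-5p (log2 ratio 0.62), 40 and 33 for miRn0036-3p (0.29), 23 and 13 for miRn0285a-5p (0.83), 8 and 6 for miRn0111-3p (0.42), and 0 and 0 for miRn0056-5p, which had 135 and 160 reads as isomiRs.

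**Figure D2:**
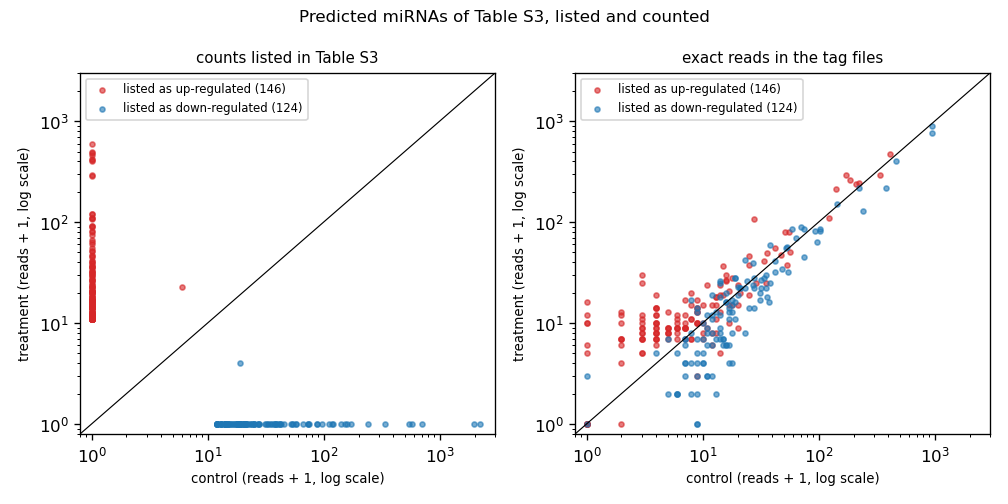
The 270 mature miRNAs of Supplementary Table S3, with reads + 1 in the control on the x axis and in the treatment on the y axis (both log scale). The left panel plots the listed counts and the right panel the reads of exactly the listed sequence. Red points are listed as up-regulated (146) and blue points as down-regulated (124), and the line marks equal reads. In the left panel 145 points lie at 0 reads in the control and 123 at 0 reads in the treatment. In the right panel 133 and 120 of these have reads in that library.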

Among the 513 novel miRNAs in tomato, 270 were differentially expressed between the two libraries (using a fold-change cutoff value of 2; *P* < 0.001) including 146 up-regulated (145 were specifically expressed in inoculated roots) and 124 down-regulated miRNAs (Supplementary Table S3). We verified the expression patterns of six miRNAs selected randomly by qPCR and the results coincided with those of the deep sequencing (Figure 5). A previous study in *M. trunctula* revealed that some miRNA stars are induced during AM symbiosis (Devers et al., 2011). In this study, the abundance of 19 miRNA stars was also different between the two libraries under the same criterion (12 up-regulated and 7 down-regulated), which supported the previous study that miRNA stars may also function in gene regulation (Zhang et al., 2011). 

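None of the 19 miRNA stars of Supplementary Table S3 passed the threshold by exact reads (0 of 19), and 1 passed with a cutoff of 1 on the log2 scale. This was miRn0431-3p (AGCCATCGGTTGTAGTTTTGGA, chromosome 6 from 34229270 to 34229355), listed with 0 reads in the treatment and 31 in the control, which had 55 and 21 exact reads, a log2 ratio of 1.40 (interval 0.68 to 2.11, exact P = 7.4e-05). The listed counts gave 19, 12 higher and 7 lower in the treatment. All 19 are listed with 0 reads in 1 library, and 16 of them had exact reads there. miRn0398-5p (TAACTTCGTCTAGCTCGCCTTC, chromosome 10 from 1709784 to 1709966), listed with 0 reads in the treatment and 528 in the control, had 616 exact reads in the treatment and 443 in the control, a log2 ratio of 0.48 (interval 0.31 to 0.66).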

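Over all 713 sequences of Supplementary Table S2, 5 passed the threshold by exact reads, all of them mature miRNAs with more reads in the treatment, and the listed counts gave 289. With Benjamini-Hochberg adjusted P-values 2 passed, and with a cutoff of 1 on the log2 scale 10 passed, 7 higher and 3 lower. miRn0404-3p (TTCAAATTGGAGAGCATAGAC, chromosome 10 from 5735258 to 5735421), listed with 0 reads in the treatment and 20 in the control, had 6 and 8 exact reads. miRn0326-3p (AGCTGCAGAACAAGAAAGAGGTGT, chromosome 6 from 2300097 to 2300200), also listed with 0 and 20 reads, had 6 exact reads in each library.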

Taken together, these 289 miRNAs and miRNA stars provide new candidates that potentially regulate AM symbiosis (Figure 6A).

**Figure 5:**
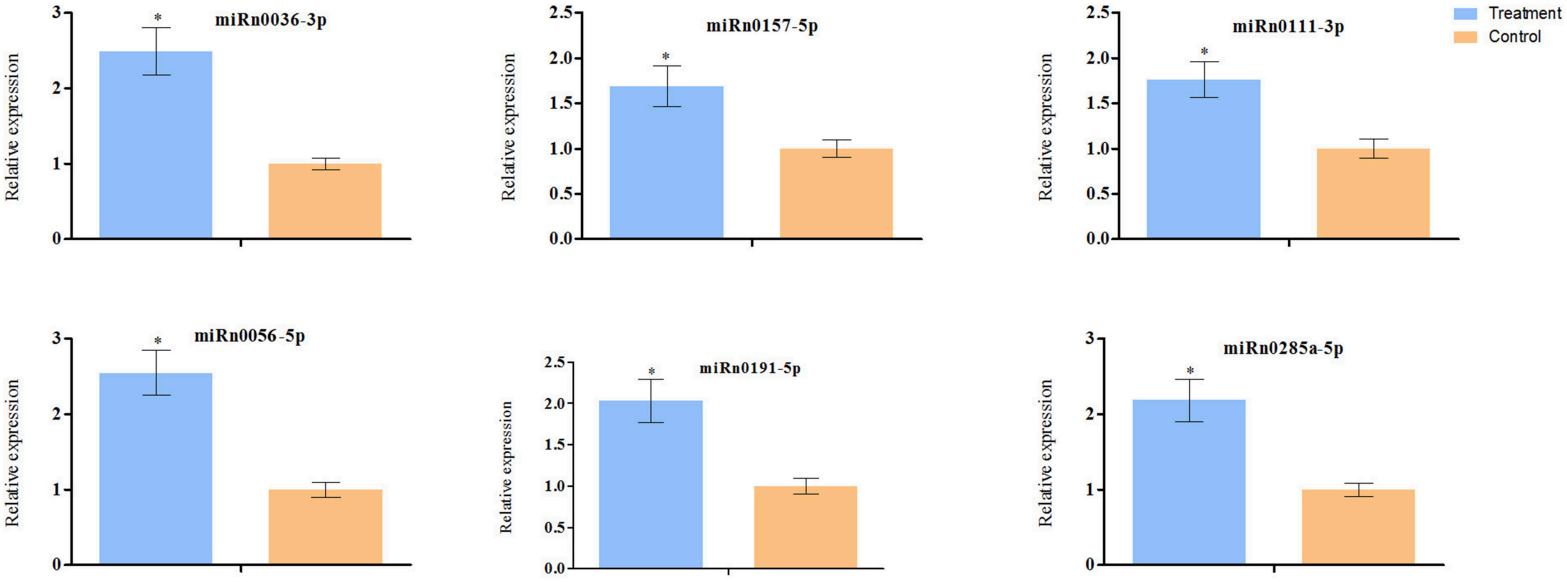
**RT-qPCR validation of expression profiles of six novel miRNAs selected randomly**. The house-keeping gene U6 was used as internal control, and Error bars represent SEM of three replicates. Asterisks indicate significant difference as determined by Student's *t*-test (*P* < 0.05).

**Figure 6:**
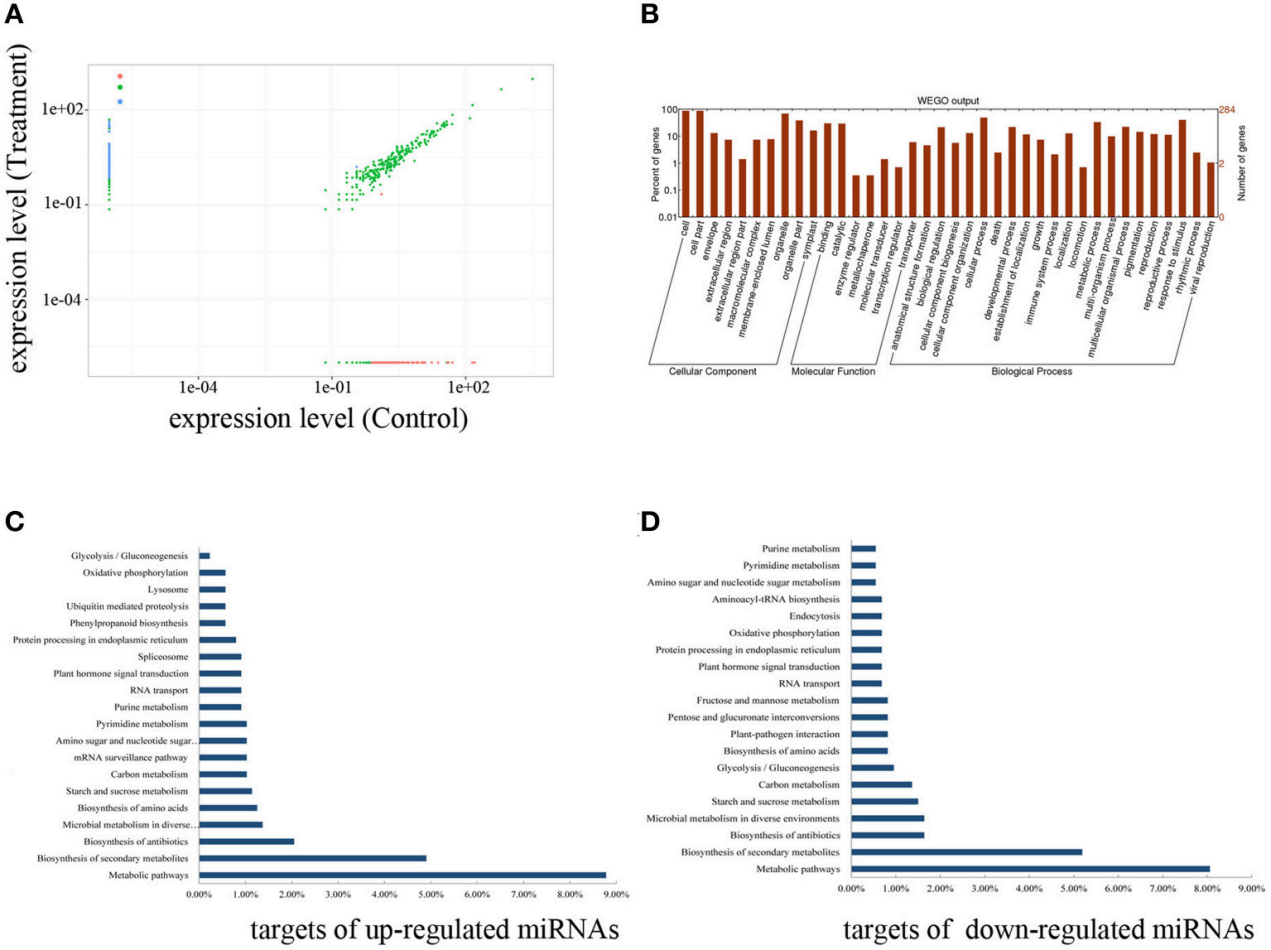
**Differentially expressed novel miRNAs and their target genes. (A)** Each point in the figure represents a novel miRNA. The X axis shows the expression of miRNAs in the control and the Y-axis show the expression of miRNAs in the treatment. Red points represent down-regulated miRNAs (fold-change > 2, *P* < 0.001) and the blue points represent the up-regulated miRNAs (fold-change < −2, *P* < 0.001). **(B)** Go analysis of the novel miRNA target genes. **(C)** Top twenty pathways from KEGG pathway analysis of the target genes of up-regulated novel miRNAs. **(D)** Top twenty pathways from KEGG pathway analysis of the target genes of down-regulated novel miRNAs.

### Target gene prediction of AM-responsive miRNAs

To better understand the regulatory function of the miRNAs during AM symbiosis, the miRNAs that were significantly up- or down-regulated during *R. irregularis* colonization were used to predict their target genes. Using a stringent criterion described in the method, 18 targets for the five known miRNAs were predicted (Table 4). No potential target was predicted for the miR167f under this criterion. For most miRNAs, the predicted number of target genes varied from one to seven. Since all target genes were predicted to be regulated by transcript degradation, we further searched the tomato degradome (http://mirlab.sysu.edu.cn/starscan/Scan.php; Liu et al., 2015) to support the predicted cleavages. The analysis revealed that three of the 18 predicted target genes received the degradome data supported by high *p*-values (Table 4). In *M. trunctula*, one member of miR171 family (miR171h) regulates AM symbiosis by directly targeting the *NSP*2 gene (Lauressergues et al., 2012; Hofferek et al., 2014). Our data revealed that two members of miR171 family (miR171 and miR171g) were predicted to target an *NSP*2 ortholog with low mismatch penalties and also supported by the degradome. This further suggested that some miR171 members might function as common regulators of AM symbiosis in different plant lineages. Besides *NSP*2, miR171 and miR171g have two other common targets, Solyc08g078800.1.1 and Solyc01g090950.2.1. Both of the two genes are annotated as scarecrow-like proteins and their cleavage by miR171 has been validated previously (Huang et al., 2015).

**Table 4:** **Target gene prediction of differentially expressed known miRNAs**.

**MiRNA_name**	**Target_gene**	**Annotation of target gene**	**Expectation**	**Deg^a^**
miR156d-3p	Solyc05g054370.2.1	Acyl-CoA dehydrogenase family	2.5	
miR171	Solyc08g078800.1.1	Scarecrow-like protein 22	1.5	Yes^b^
miR171	Solyc11g013150.1.1	Nodulation-signaling pathway 2 protein	1.5	Yes
miR171	Solyc01g090950.2.1	Scarecrow-like protein 22	1.5	Yes
miR171	Solyc02g085600.1.1	Scarecrow-like protein 15	2.5	
miR171	Solyc03g025700.1.1	Pentatricopeptide repeat-containing protein	2.5	
miR171e-5p	Solyc11g062440.1.1	L-ascorbate oxidase	2.5	
miR171e-5p	Solyc05g008610.2.1	Uncharacterized PKHD-type hydroxylase	2.5	
miR171e-5p	Solyc03g025730.2.1	Tubulin beta-1 chain	2.5	
miR171e-5p	Solyc01g059990.2.1	Serine/threonine-protein phosphatase	3	
miR171e-5p	Solyc01g059980.2.1	Glucan endo-1,3-beta-glucosidase B	3	
miR171g	Solyc08g078800.1.1	Scarecrow-like protein 22	0	Yes
miR171g	Solyc01g090950.2.1	Scarecrow-like protein 22	1.5	Yes
miR171g	Solyc11g013150.1.1	Nodulation-signaling pathway 2 protein	2	Yes
miR7980b-5p	Solyc09g008740.1.1	Uncharacterized	2.5	
miR7980b-5p	Solyc09g008750.1.1	Uncharacterized	2.5	
miR7980b-5p	Solyc09g008760.1.1	Probable cytochrome P450 556A1	2.5	
miR7980b-5p	Solyc06g008310.2.1	Elongator complex protein 2	3	
miR7980b-5p	Solyc06g009430.1.1	Myb-related protein 340-like	3	
miR7980b-5p	Solyc01g096060.2.1	Exportin-2	3	
miR7980b-5p	Solyc06g062780.2.1	Phospholipid-transporting ATPase 6	3	

a *Deg, Degradome analysis results*;

b *Yes, represents the cleavage events were identified in the degradome data (http://mirlab.sysu.edu.cn/starscan/Scan.php; Liu et al., 2015)*.

Using the same method, 1472 and 96 target genes were predicted for the 247 library-specific or differentially expressed novel miRNAs and 16 miRNA star sequences (Supplementary Table S4). We identified 23 of 1472 targets as candidate cleavage targets of novel miRNA in the degradome sequencing data (http://mirlab.sysu.edu.cn/starscan/Scan.php; Supplementary Table S4; Liu et al., 2015). Furthermore, the degradome analysis showed that one target was cleavage by a miRNA star, miRn0398-5p (Supplementary Table S4). The number of potential target genes for each miRNA varied from 1 to 31. Most miRNAs have 1–10 target genes, and one gene can be targeted by several miRNAs at different regions.

All targets were then annotated using Gene Ontology (http://www.Geneontology.org/). GO analysis contains three ontologies, biological process, cellular component, and molecular function. We annotated 316 targets and distributed them in 38 categories, of which ten categories were in cellular component, seven in molecular function, and 21 categories in biological process (Figure 6B). The putative target genes in the molecular function category were related to binding, catalytic, enzyme regulator, molecular transducer, transcription regulator, and transporter. In this category, most target genes were related to binding and catalysis. In the biological process, the targets fell into multiple subcategories. We found many targets related to the response to stimulus. Based on the functional analysis, some targets that were homologs to the genes involved in AM symbiosis were found (Supplementary Table S4). For example, Solyc10g044890.1.1, a homologous gene of DMI1 gene, was predicted to be targeted by miRn0404-3p. Also, Solyc09g098410.1.1, a homologous gene of STR2 (Gutjahr et al., 2012), was predicted to be targeted by miRn0326-3p (Supplementary Table S4).

Based on the further analysis of biological pathways, the targets of AM-responsive miRNAs were mapped to 269 pathways. The metabolic and biosynthesis pathways had the largest percentage of genes targeted by upregulated miRNAs (Figure 6C). The pathways of the genes targeted by downregulated miRNAs were mainly metabolic and biosynthesis pathways, followed by Glycolysis/Gluconeogenesis pathway and Plant-pathogen interaction pathways (Figure 6D).

## Discussion

Although tens of thousands of miRNAs have been identified in land plants as documented in miRBase (Kozomara and Griffiths-Jones, 2014), only a small proportion is shared by different species (Chávez Montes et al., 2014) due to species-specific miRNA innovation during plant evolution. The low expression level and spatial and temporal-specific expression of novel miRNAs hinder complete understanding of miRNA diversity in a species (Chávez Montes et al., 2014; Pandey et al., 2014). As compared with the intensively studied model plants, relatively fewer miRNAs are documented in miRBase for tomato (Kozomara and Griffiths-Jones, 2014). Moreover, the miRNA profile in tomato root is not well-explored. In this study, we conducted high-throughput sequencing of tomato root samples and identified 187 known miRNAs belonging to 47 different families and 513 novel miRNAs belonging to 480 different families.

We cataloged tomato miRNAs into different groups based on their sequence length and found that the 24-nt miRNAs were greatly overrepresented and occupied 39% of all tomato miRNAs (Figure 2D). Although 24-nt sRNAs are generally attributed as siRNAs in many previous studies, a recent study reported that some 24-nt sRNAs are not dependent on RDR2, a protein that essential for siRNA production, indicating they are likely produced using the miRNA pathway. Furthermore, all the reported 24-nt miRNAs in this study have passed the same criteria for the prediction of other short miRNAs. Additionally, by performing northern blot analysis, Moxon et al. (2008) have detected both 21 and 24-nt miRNAs in tomato. In comparison, we found the length distribution of tomato is similar to that of *potato*, which also have the most abundant of 24-nt miRNAs. In contrast relatively fewer 24-nt miRNAs (1–19%) have been found in five other land plants (*P. patens, O. sativa, M. trunc*a*tula, N. tabacum*, and *A. thaliana*) (Figure 2D). This indicates that the solanum might have underwent a lineage-specific evolution to expand its 24-nt miRNAs (Vazquez et al., 2008). As mentioned, plants have two distinct miRNA processing pathways (Wu et al., 2010a; Rogers and Chen, 2013). MiRNAs shorter than 24 nt are transcribed by Pol II, spliced by DCL1, and loaded onto AGO1 to cleavage or inhibit mRNA translation (Rogers and Chen, 2013). In parallel, the 24-nt miRNAs are processed differently; they are spliced by DCL3, and then loading on AGO4 to inhibit target gene transcription by methylation the DNA sequences (Vazquez et al., 2008; Chellappan et al., 2010; Wu et al., 2010a). A recent study in tomato showed that inactivation of DCL3 dramatically decreased the abundance of 24-nt sRNAs (Kravchik et al., 2014). Whether DCL3 in tomato underwent specific evolutionary innovations to strengthen their activity in producing 24-nt miRNA in tomato remains to be determined, but the overrepresented 24-nt miRNAs suggested an enhanced role of DNA methylation on gene expression regulation in this species.

Plant miRNAs shorter than 24 nt usually function by cleavage or binding the target mRNA to regulate a specific gene expression (Rogers and Chen, 2013). Some 21-nt and 22-nt miRNAs are capable of amplifying the regulation spectrum through successively digesting their target mRNA into a series of 21-nt phasiRNAs, which further cascade the regulation effect by targeting more genes (Fei et al., 2013). The miR482/2118 superfamily is a conserved phasiRNA trigger that regulates NBS-LRR gene expression across different plants (Zhai et al., 2011; Shivaprasad et al., 2012). NBS-LRR gene is a huge gene family with dozens to hundreds of members per plant genome (Shao et al., 2014; Zhang et al., 2016). While keeping a large number of NBS-LRR genes is beneficial to the plant for defense against different pathogens, maintaining their expression under a pathogen absent environment also results in a fitness cost (Tian et al., 2003). In *M. truncatula* and soybean, 51 and 39 families of miRNAs were predicted to regulate NBS-LRR genes expression (Shao et al., 2014). Several 22-nt miRNA families (miR157, miR2109, and miR2118) further triggered the digestion of *PHAS* loci into a series of sRNAs that target more than 60% NBS-LRR genes in *M. truncatula* genome (Zhai et al., 2011). Therefore, these miRNAs are recognized as master regulators of NBS-LRR genes. Six miR482-triggering NBS-LRR *PHAS* loci were identified in tomato (Shivaprasad et al., 2012). The miRNA-mediated silencing cascade of NBS-LRR genes was suppressed after pathogen infection, which caused the decreased miRNA expression and promoted increased NBS-LRR gene expression for defense (Shivaprasad et al., 2012). Five miR482 triggering and one miR6025 triggering NBS-LRR loci were identified in our dataset, which further supports the phasiRNA based NBS-LRR gene expression in tomato (Shivaprasad et al., 2012). Interestingly, the expression of miR482 is not compromised upon the infection of *R. irregularis*. This avoidance of activation of defense genes may benefit the host plants for the establishment of symbiotic relationship with *R. irregularis*. 

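The 7 listed sequences of the miR482 family together had 6118 reads in the treatment and 7161 in the control, a log2 ratio of -0.22 (interval -0.27 to -0.17). None of them passed the cutoff of 2 on the log2 scale. miR482b (0.41, interval 0.30 to 0.51), miR482c-3p (0.72, 0.53 to 0.92) and miR482a (0.13, -0.03 to 0.30) were higher in the treatment. miR482e-5p, with 2223 and 3510 reads, fell by 0.65 on the log2 scale, miR482c-5p by 0.76, miR482e-3p by 0.22 and miR482d by 1.55. These directions held with RPM taken over reads of 20 to 24 nt and with scaling to the median known miRNA. The median log2 ratio of -0.22 lay at the 12.9 percentile of 10000 random lists of known miRNAs matched on expression. The total and the median join both arms and were not split by arm. All sequences of 21 nt (miR482c-5p, miR482d and miR482e-5p) were lower, while of those of 22 nt only miR482e-3p was lower. The total thus does not give the direction of the 22-nt triggers miR482b and miR482c-3p, which were higher.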

Apart from the six NBS-LRR *PHAS* loci, we also found another *PHAS* loci annotated as tomato *DCL*2 gene that is targeted by miR6026. A previous study found that the *DCL*2 gene in *M. trunctula* and soybean are also *PHAS* loci (Figure 3), but are targeted by two other miRNAs (Zhai et al., 2011). This indicates that *DCL*2 gene recruits different miRNAs to regulate its expression in different plants.

A collection of proteins have been identified to be common factors in AM symbiosis; however, miRNAs involved in this process have largely been investigated in several legume species (Combier et al., 2006; Boualem et al., 2008; De Luis et al., 2012; Wang et al., 2014; Holt et al., 2015). The direct regulation of miR171 on NPS2 has recently been validated *in vitro* and miR171h can directly influence the AM in *M. trunctula* (Lauressergues et al., 2012; Hofferek et al., 2014). We identified six AM symbiosis responsive known miRNAs in tomato and revealed that two of the miR171 family members, miR171 and miR171g in tomato, are also capable of targeting *NSP*2. These results suggest that miR171 family may serve as a common regulator of AM symbiosis. Besides *NSP*2, tomato miR171 and miR171g have another two common targets, Solyc08g078800.1.1 and Solyc01g090950.2.1, which are both annotated as scarecrow-like proteins. Cleavage of miR171 on scarecrow-like proteins is one of the earliest evidenced miRNA-target interactions in plants (Llave et al., 2002b). In Arabidopsis, scarecrow-like proteins play important roles in root development (Heo et al., 2011). Therefore, whether the regulation of scarecrow-like proteins by miR171 members has a role in AM symbiosis is interesting. Another AM symbiosis responsive miR171 member is miR171e-5p, which has different predicted target gene with the above miR171 members. One of its targets Solyc01g059980.2.1 encodes a glucan endo-1, 3-beta-glucosidase. A previous research reported that glucan endo-1, 3-beta-glucosidase acts synergistically to degrade fungal cell walls and inhibit the growth of pathogenic fungi (Mauch et al., 1988). The predicted down-regulation of this gene by miR171e-5p may prevent the digestion of *R. irregularis* cell wall by its host. Although no target gene was predicted for miR167 under the strict criterion used in this study, miR167 has been evidenced to regulate the expression of auxin response factors expression in tomato by direct cleavage (Liu et al., 2014). In soybean, the miR167 modulates nodulation and lateral root development by targeting auxin response factors (Wang et al., 2015). Therefore, the up-expression of miR167f in *R. irregularis* infected tomato root in our study indicates that it may also have a role in AM-symbiosis. 

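miR167f, named miR167c in Supplementary Table S1, had 14 reads in the treatment (1.01 RPM) and 3 in the control (0.214 RPM), the count taken as the smallest that the depth can show. Its log2 ratio was 2.23 (interval 0.53 to 3.93, exact P = 0.0073). With isomiRs ending within 2 nt it had 85 and 51 reads, a log2 ratio of 0.74. The most abundant member, miR167a-5p, had 52089 and 53041 reads (log2 ratio -0.02, interval -0.04 to -0.00073). The other members were higher in the treatment, miR167d with 17 and 6 reads (1.51, 0.21 to 2.81), miR167b-5p with 77 and 54 (0.52, 0.02 to 1.02) and miR167 with 6127 and 5824 (0.08, 0.03 to 0.13), but the log2 ratio of miR167 was -0.020 with scaling to the median known miRNA. Over the 5 listed sequences of the family the log2 ratio was -0.01 (-0.02 to 0.01).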

The identification of above AM symbiosis responsive conserved miRNAs in tomato highlights candidates for exploring common roles of miRNAs in AM symbiosis. However, further experimental analysis would help to verify their exact functions. Gu et al found five other miRNAs (sly-miR158, sly-miR399h, sly-miR408a, sly-miR827b, and sly-miR399m) in tomato root were responsive to AM colonization (Gu et al., 2010, 2014). Sly-miR158 and sly-miR408a were not detected in our research, whereas sly-miR399h, sly-miR827b, and sly-miR399m were detected and renamed as miR399b-3p, miR827-3p, and miR399a-3p. While miR827-3p show similar expression level between the treatment and control in our sequencing datas, the reads numbers of miR399b-3p and miR399a-3p in the treatment were two fold than that in the control, but the difference is not significant in criteria described in the materials and methods.

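miR827-3p had 470 reads in the treatment and 411 in the control, a log2 ratio of 0.20 (interval 0.01 to 0.39, exact P = 0.039). miR399b-3p had 467 reads in the treatment and 1140 in the control, a log2 ratio of -1.28 (-1.43 to -1.12, exact P = 2.5e-64). miR399a-3p had 283 and 411 reads, a log2 ratio of -0.53 (-0.75 to -0.31, exact P = 1.6e-06). None of them passed the cutoff of 2 on the log2 scale, and miR399b-3p passed a cutoff of 1.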

Additionally, we found that 289 novel miRNAs and miRNA stars in tomato were differentially expressed during *R. irregularis* colonization. Formation of AM symbiosis between plant and fungi is a complex and highly regulated process involving sophisticated morphological and physiological changes in the plant (Schmitz and Harrison, 2014). The expression of hundreds to thousands of genes is altered during symbiosis (Guether et al., 2009; Xue et al., 2015). In the present study, 1618 target genes were predicted for differential expression tomato novel miRNAs, and were assigned to a diversity of pathways, indicating the potential roles of novel miRNAs in modulating global gene expression during AM symbiosis.

## Author contributions

JQC, ZQS and BW conceived and designed the research; PW performed experiments, PW, YW and ZQS analyzed the data, CCL, LWL, FFM, XYW, MW, and YYH participated in data analysis., PW draft the manuscript; ZQS, BW, and JQC modified the manuscript; JQC contributed reagents/materials/analysis tools; all authors have read and approved the manuscript for publication.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

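The data are 2 small RNA libraries from tomato roots harvested 75 days after inoculation, 1 from plants inoculated with R. irregularis (treatment) and 1 from plants that received autoclaved inoculum (control), both watered with 20 μM phosphate. The authors trimmed adaptors, removed low-quality and short reads, and deposited each distinct sequence with its count, which is not normalized. The deposited sequences had not been matched to the genome or filtered for rRNAs, tRNAs, exons or repeats. The treatment library held 13928894 reads and the control library 14005887 reads, so that 1 read equals 0.0718 and 0.0714 RPM. A count of 3 reads, equal to 0.215 and 0.214 RPM, was taken as the smallest that this depth can show.

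Each miRNA listed in Supplementary Tables S1 and S2 was counted as the reads with exactly its listed sequence. The 187 known entries hold 182 distinct sequences, each counted once, and family totals were sums over distinct sequences. For the 32 predicted entries that list a pair of sequences, the length is that of the sequence listed first. The arm with more listed reads was taken as the mature miRNA unless Supplementary Table S3 lists it as a star. RPM was computed over all reads of the library, and an RPM of 0 was set to 1e-06. The libraries were compared with the two-sided exact Audic-Claverie test with the exclusive upper tail. A miRNA was called different with a log2 ratio beyond 2 in either direction, a P-value under 0.001 and at least 10 reads in 1 library. Intervals of the log2 ratio and Wilson intervals of shares are 95% intervals that cover counting error only. With 1 library per condition no replicate, paired or permutation comparison of the conditions was possible. On simulated data the test recovered 199 of 200 changed entries (99.5%) and called 0 of 700 unchanged entries. The changed entries were drawn from those with more reads and given a log2 ratio past the cutoff, and the only noise was counting noise. The simulation thus does not cover changed entries with few reads, ratios near the cutoff or variation between libraries.

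The families of the predicted miRNAs were grouped by mature miRNA, with the second locus named miRn0291 kept as its own family. An earlier grouping over all arms, with that locus merged, was replaced because the present grouping gives the 480 families of the paper. The relation between family members and reads used permutation tests with 100000 resamples and Benjamini-Hochberg adjustment over 12 relations, and Pearson's r used log10(reads + 1). First bases were compared between 24-nt and shorter predicted miRNAs with two-sided Fisher's exact tests. The families miR171, miR399 and miR482, and no other, were set against 10000 random lists of known miRNAs matched on expression. The target sites drawn in Figure 3 were paired with the listed sequences of their miRNAs base by base.

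Most miRNAs named in the text were chosen by a rule set before the data were examined. They are those the paper names in Table 3, Figure 3, Figure 5 and its text, with the families miR156, miR166, miR168, miR399, miR482, miR827, miR6025 and miR6026, and the 5 largest rises and falls among known miRNAs with at least 100 reads in 1 library. For the predicted miRNAs, the 5 entries with the most listed reads among those listed at 0 in each library were also named. The 5 predicted miRNAs past the threshold are named as well, with miRn0189-5p and the star miRn0431-3p, which passed with a cutoff of 1 on the log2 scale, and other members of the miR167 and miR171 families. That rule did not include them. Alternatives covered the log2 cutoff, the tail of the test, Fisher's exact test, Benjamini-Hochberg adjusted P-values, RPM over reads of 20 to 24 nt, scaling to the median known miRNA, isomiRs ending within 2 nt, the counts listed in the paper, 1 read added to each count, and a minimum of 50 reads. An RPM floor of 0.001, alone and with the counts listed in the paper, was added after the data were seen, as was a split of miR399 by arm. How entries were split into arms, members and lengths was settled while the counts were already in view.

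Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The genome was not used here, so the shares of reads that align to it, the prediction of precursors and the phasing of PHAS loci were not analysed here. Targets, their annotation and the RT-qPCR measurements were not analysed here either.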

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

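The tests of separate listing, misassigned reads, library size and RNA degradation were chosen only after the result was seen, and those of several loci, a few sequences and RNA of another organism before it. For RNA degradation, the reading of the test was also changed after its value was seen.

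Sequences were more often read in the treatment library alone than in the control library alone. There were 12467 sequences with at least 10 reads in the treatment and 0 in the control, holding 414739 reads (2.98% of the library), against 4722 sequences with 104656 reads (0.747%) the other way. Of these, 3 in the treatment and 0 in the control are listed in Supplementary Tables S1 or S2. With at least 100 reads the numbers were 577 and 81. Library size does not account for this, since the treatment library held 0.995 times the reads of the control library. The 10 most abundant of these treatment sequences held 4.97% of their reads, so a few sequences do not account for the reads. This share cannot test the number of sequences, which a few of them could not produce in any case. RNA of another organism may contribute, as reads with the non-plant form of a conserved rRNA stretch per read with the plant form were 5.61 times as frequent in the treatment. The non-plant form rose from 36.8 to 85.9 RPM from control to treatment and the plant form dropped from 680.5 to 284 RPM, so that the ratio comes partly from fewer plant-form reads. The marker is not specific to R. irregularis, and the inoculum, which was autoclaved for the control, also held soil and root material. Of the treatment sequences 57.6% were 20 to 24 nt, against 53.1% of the control sequences, and among all sequences with at least 10 reads the shares were 86.7% in the treatment and 84.6% in the control. Sequences read in 1 library alone were thus less often of these lengths than all sequences in either library, and the pattern cannot be told apart from RNA degradation by this test. Both shares were higher in the treatment, as was that of all reads (86.4% against 82.8%), while that of all distinct sequences was 86.7% against 86.8%. Most of these shares thus argue against more degradation across the treatment library as a whole. A U opened 48.0% of the treatment sequences and 18.5% of the control sequences. RNA of the fungus, a plant response and degradation remain open, and without the genome the share from each was not measured.

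Of the 423 sequences of Supplementary Table S2 listed with 0 reads in 1 library, 324 had exact reads in that library. At least 3 such reads were found for 256 of the 423. The paper does not report this. A candidate explanation is that precursors were listed separately for each library. For entries with at least 10 exact reads, the median log2 ratio with 1 read added was 0.59 for those listed at 0 in the control and -0.24 for those listed at 0 in the treatment. Both lie within 1 of 0, but they lean to the library in which the entry is listed, so that separate listing may account for the 0 counts without equal reads in the libraries. Misassigned reads of the other library do not account for it among the 257 entries with at least 10 exact reads over both libraries, since the library listed at 0 held a median of 42.2% of the exact reads of an entry. Entries with fewer reads were not tested for this. Exact reads were found for 76.4% of the entries with 1 listed locus and 79.2% of those with several. Copies of a sequence elsewhere in the genome were not counted, so the pattern cannot be told apart from reads of sequences with several loci. No biological explanation was tested.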

How the results depend on the processing

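No tests in this part were chosen only after the result was seen, apart from the RPM floor of 0.001, alone and with the counts listed in the paper, which was added after the data were seen. The other alternatives were set before the data were examined, but they were applied to the miR167 and miR171 families, to the predicted miRNAs past the threshold, to miRn0189-5p and to miRn0431-3p only after the data were seen.

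The 24-nt share of distinct sequences was 45.3% in the treatment and 48.7% in the control, and 50.9% and 54.2% for those read at least 2 times. The common share was 14.7% over unique sequences, 89.7% with at least 2 reads over both libraries, 97.0% with at least 10 and 72.1% at 20 to 24 nt. In both libraries 24 nt was the largest class among reads, among distinct sequences and among those read at least 2 times.

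The number of known miRNAs past the threshold was 21 with a cutoff of 1 on the log2 scale and 2 with isomiRs, and between 4 and 9 under the other alternatives. For the predicted miRNAs it was 3 with Benjamini-Hochberg adjusted P-values, 270 with the counts listed in the paper and 0 with at least 50 reads in 1 library, and from 4 to 6 otherwise. For the stars it was 1 with a cutoff of 1 on the log2 scale, 19 with the counts listed in the paper and 0 under the other alternatives. With at least 10 exact reads, 130 of the entries listed at 0 in 1 library remained. The cause was not tested for any of these changes.

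With isomiRs, the sign changed for the log2 ratio of miR399g (-0.17), the log2 ratio of miRn0111-3p (-0.030), the log2 ratio of miRn0086-3p (0.11), the log2 ratio of miR167a-5p (0.0028) and the log2 ratio of miR171h (0.39). RPM over reads of 20 to 24 nt changed it for the log2 ratio of miR6026a (-0.043) and the log2 ratio of miRn0326-3p (-0.054). Scaling to the median known miRNA did so for miR6026a (-0.083), miRn0326-3p (-0.093) and the log2 ratio of miR167 (-0.020). The counts listed in the paper did so for miRn0326-3p (-20.45), miRn0398-5p (-25.17), miRn0270-3p (25.06), miRn0289-3p (24.85) and miRn0431-3p (-21.08), where a count of 0 sets the ratio. The isomiR reads of miR171h, 561 and 431 against 11 and 16 exact reads, are also those counted for miR171 and miR171f-3p. The cause was not tested for the other reversals. The listed counts of miR156a-5p, 8 and 10 reads, also lean the other way from its exact reads, 363294 and 248355. They are exchanged with those of miR156a-3p, and this case is not among the 15 reversals counted here. Among the single miRNAs and the secondary counts and shares, 846 comparisons with an alternative kept the direction and the side of the threshold, or for counts and shares stayed in range, while 39 moved, 23 no longer passed, 33 newly passed and the 15 above reversed. Such a comparison does not mean an equal value, and the range was wider for counts than for shares. With isomiRs, 7 against 5 entries of Supplementary Table S2 past the threshold stayed in range. The share of reads specific to the treatment moved with 15.7% at 20 to 24 nt against 16.20%. With isomiRs the log2 ratio of miR156f went from -1.60 to -0.75 and that of miR167f from 2.23 to 0.74. The isomiR reads of miR156f, 25693 and 43528, take in the 24881 and 42541 exact reads of miR156d-5p, against 37 and 113 of its own. The -0.75 is therefore mostly the ratio of another miRNA. Another cutoff, test, adjustment or read minimum cannot change a log2 ratio, so that these settings bear on the threshold only.

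The relation between family members and reads stayed positive and past a permutation P-value of 0.05 in all 6 settings, with a rho from 0.51 to 0.68. The 0.68 came with isomiRs, where a read shared by members was counted for each of them. That setting ties reads to members and is no check of the relation. In all settings the minimum number of reads for listing a member can also contribute to the relation. The preference for A at 24 nt and U at 20 to 23 nt held with a star and with at least 10 exact reads. Weighted by reads, U opened 38.2% at 20 to 23 nt against 10.8% at 24 nt. That 38.2% lies below the 42.0% of all sequences of 20 to 23 nt with at least 10 reads in 1 library. The depth limits results for miRNAs with few reads, and 97 of the 270 predicted miRNAs of Supplementary Table S3 had fewer than 10 exact reads in both libraries. No paired analysis was possible because there is 1 library per condition. The alternatives for PHAS loci (treatment only, control only, Bonferroni correction, reads that match once, sense strand only) and for the share of sequences matching the genome (1 mismatch, reads, 24 nt) were not run, since the genome was not used here.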

Differences from the paper's values

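No tests in this part were chosen only after the result was seen, and an RPM floor of 0.001 was added as an alternative after seeing the values.

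For the families of predicted miRNAs, the paper gives 210 in both libraries, 142 in the treatment only and 128 in the control only, against 462, 8 and 2 by exact reads. With the counts listed in the paper the values are 210, 142 and 128, and with isomiRs the gap stayed open. The paper gives 270 predicted miRNAs past the threshold, 146 higher and 124 lower, against 5, 5 and 0. It gives 19 stars, 12 higher and 7 lower, against 0, 0 and 0, and 289 miRNAs and stars together against 5. Of the alternatives set before the data were examined, the counts listed in the paper give 270, 146, 124, 19, 12, 7 and 289, and none of the others closed the gap for these numbers.

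The paper gives 5 known miRNAs higher in the treatment, against 2. The counts listed in the paper give 5, and a cutoff of 1 on the log2 scale, which gives 7, also lies within 1.5 times the paper's value, while the other alternatives do not. The paper's log2 ratios of miR167f, miR171e-5p and miR171g are 9.97313, 9.487704 and 10.25324, against 2.23, 2.33 and 2.51. None of the alternatives set before the data were examined closed these gaps, the counts listed in the paper giving 19.94, 19.45 and 20.22. The counts listed in the paper together with an RPM floor of 0.001, a setting chosen after seeing the values, give 9.97, 9.49 and 10.25, as well as 5 known miRNAs higher in the treatment. The paper's RPM in the control is 1e-06 for these 3 miRNAs, against 0.214 for miR167f and miR171g and 0.143 for miR171e-5p. Of the alternatives set before the data were examined, this RPM was recomputed only with the counts listed in the paper, which give 1e-06. For miR7980b-5p the paper's log2 ratio is 9.487704 against 19.45. None of the alternatives set before the data were examined closed that gap, and an RPM floor of 0.001, which was chosen after seeing the values, gives 9.49 with exact reads and with the counts listed in the paper.

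The paper assigns the library-specific shares of reads the other way round: sequences read only in the treatment held 16.20% of the reads and those read only in the control 12.45%. It states more reads of miR399b-3p and miR399a-3p in the treatment, and the counts were 467 and 283 reads in the treatment against 1140 and 411 in the control. Figure 3 labels the trigger of Solyc08g007630.1.1 as miR482b, and the sequence drawn there is that of miR482c-3p, which forms 19 pairs at the site against 18 for miR482b. Supplementary Table S1 gives the counts of miR156a-5p and miR156a-3p exchanged relative to the exact reads, which were 363294 and 248355 for miR156a-5p and 8 and 10 for miR156a-3p.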

Other observations

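The test of phosphate status and the split of miR399 by arm were chosen only after the result was seen, and those of CCA ends and library scaling before it. The CCA pattern was renamed, as 12 entries of 4 families, after another 3 entries were found to end in CCA. The limits used to read the tests of explanations were set while the analysis was under way.

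Of the known entries, 12 of the miR5072, miR5139, miR8155 and miR8175 families end in CCA, the 3′ end of mature tRNAs. Of the reads with the same 3′ end, a median of 2.94% started at the listed base, against 94.9% for the other 170 known sequences, while a median of 99.3% and 96.3% of the reads with the same last 15 bases ended at the listed base. Another 3 entries that end in CCA, of miR160, miR166 and miR319, had a median of 90.4% starting at the listed base. Fragments of tRNA 3′ ends are a candidate explanation for the reads of these 12 entries, miR5139 of Table 3 among them. No biological explanation was tested, and without the genome the reads were not placed on tRNA genes.

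Fewer reads of the miR399 family in the treatment, 13776 against 32118, came mostly from its 5p sequences. The 4 sequences of the 5p arm had 11162 reads against 29153, a log2 ratio of -1.38. It was -1.44 with RPM over reads of 20 to 24 nt and -1.48 after scaling to the median known miRNA. Of these sequences, miR399a-5p, miR399b and miR399c overlap, and miR399-5p has a different sequence. The 7 sequences of the 3p arm had 2614 against 2965, a log2 ratio of -0.17 (-0.24 and -0.28 under these scalings), with miR399b-3p at -1.28 and miR399e-3p at 0.58 (interval 0.45 to 0.70). Of the 11 sequences of the family 4 were higher and 7 lower in the treatment, also under both of these scalings, and the median log2 ratio of -0.53 lay at the 0.1 percentile of 10000 random lists matched on expression. Library scaling does not account for the fall of the 5p reads, since the log2 ratio of miR399-5p was -1.91 after scaling to the median known miRNA. A change in the phosphate status of the roots, with both groups watered at 20 μM phosphate, might be expected to lower miR827-3p as well, and its log2 ratio was 0.20. That of miR827-5p was 0.87. The reads of 1 family in 1 library per condition cannot decide on phosphate status, which remains open. With 1 library per condition, a difference between the libraries that is unrelated to inoculation was not tested and remains open.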
